# Beta-Carotene Reduces Body Adiposity of Mice via BCMO1

**DOI:** 10.1371/journal.pone.0020644

**Published:** 2011-06-01

**Authors:** Jaume Amengual, Erwan Gouranton, Yvonne G. J. van Helden, Susanne Hessel, Joan Ribot, Evelien Kramer, Beata Kiec-Wilk, Ursula Razny, Georg Lietz, Adrian Wyss, Aldona Dembinska-Kiec, Andreu Palou, Jaap Keijer, Jean François Landrier, M. Luisa Bonet, Johannes von Lintig

## Abstract

Evidence from cell culture studies indicates that β-carotene-(BC)-derived apocarotenoid signaling molecules can modulate the activities of nuclear receptors that regulate many aspects of adipocyte physiology. Two BC metabolizing enzymes, the BC-15,15′-oxygenase (Bcmo1) and the BC-9′,10′-oxygenase (Bcdo2) are expressed in adipocytes. Bcmo1 catalyzes the conversion of BC into retinaldehyde and Bcdo2 into β-10′-apocarotenal and β-ionone. Here we analyzed the impact of BC on body adiposity of mice. To genetically dissect the roles of Bcmo1 and Bcdo2 in this process, we used wild-type and *Bcmo1* ^-/-^ mice for this study. In wild-type mice, BC was converted into retinoids. In contrast, *Bcmo1^-/-^* mice showed increased expression of *Bcdo2* in adipocytes and β-10′-apocarotenol accumulated as the major BC derivative. In wild-type mice, BC significantly reduced body adiposity (by 28%), leptinemia and adipocyte size. Genome wide microarray analysis of inguinal white adipose tissue revealed a generalized decrease of mRNA expression of peroxisome proliferator-activated receptor γ (PPARγ) target genes. Consistently, the expression of this key transcription factor for lipogenesis was significantly reduced both on the mRNA and protein levels. Despite β-10′-apocarotenoid production, this effect of BC was absent in *Bcmo1^-/-^* mice, demonstrating that it was dependent on the Bcmo1-mediated production of retinoids. Our study evidences an important role of BC for the control of body adiposity in mice and identifies Bcmo1 as critical molecular player for the regulation of PPARγ activity in adipocytes

## Introduction

In mammals, β-carotene (BC) is the natural precursor for apocarotenoids molecules including retinoids (vitamin A and its derivatives) [1]. Two different types of BC metabolizing enzymes have been identified that are expressed in various tissues [2]-[4]. The β-carotene-15,15′-monooxygenase (Bcmo1) converts BC to all-*trans*-retinal [5]; [6] and studies in knockout (*Bcmo1* ^-/-^) mice show that Bcmo1 is the primary enzyme for retinoid production [7]-[9]. Besides Bcmo1, mammalian genomes encode a second BC metabolizing enzyme known as β-carotene-9′,10′-dioxygenase (Bcdo2). Bcdo2 cleaves BC at position 9,10, resulting in the formation of one molecule β-ionone and one molecule β-10′-apo-carotenal [4].

Increasing evidence has been provided that BC-derived apocarotenoid signaling molecule can influence adipocyte physiology. *Bcmo1* knockout mice are highly susceptible to high fat diet-induced obesity and show increased expression of peroxisome proliferator-activated receptor γ (PPARγ) regulated genes in fat depots [7]. PPARs control the expression of genes for lipid and glucose metabolism [10]; [11] and PPARγ is pivotal for adipocyte differentiation and lipogenesis in mature adipocytes [12]. *Bcmo1* gene expression is under the control of PPARγ [13]; [14] and is induced during adipocyte differentiation [15]. The primary BC cleavage product retinaldehyde has been shown to inhibit PPARγ activity both in adipocyte cell cultures and mouse models [16]. Furthermore, evidence has been provided that Bcmo1 plays an important role for retinoic acid production and retinoic acid receptor (RAR) signaling in adipocytes [15]. Retinoic acid influences adipocyte differentiation [17]; [18] and fat deposition [19], mitochondrial uncoupling [20]; [21], oxidative metabolism [22]; [23] and the expression of adipokines such as leptin, resistin, and serum retinol binding protein [24]-[27]. Part of these effects are mediated via RARs, which upon retinoic acid binding regulate the expression of direct target genes [28] and interfere with the activity of other transcription factors, including early adipogenic transcription factors such as PPARγ [17]; [18]. In addition, retinoic acid may influence PPAR-mediated responses by activating the retinoid X receptor (RXR) moiety of permissive PPAR:RXR heterodimers [29] and, possibly, by serving as an agonist of PPARβ/δ [30]; [31]. Finally, BC-derived long chain apocarotenoids such as β-apo-14′-carotenal can inhibit PPARγ activity and adipogenesis in cell culture [32]. Moreover, β-13-apocarotenone has been shown to inhibit RXRα activity [33].

These findings implicate that a tissue-specific conversion of BC via carotenoid-oxygenases can influence the activities of key transcription factor that control adipocyte physiology. However, this concept lacks experimental testing in animal models. Here we wished to systematically analyze the effects of BC on the adipose phenotype in mice. To genetically dissect the contributions of Bcmo1 and Bcdo2 to this process, we used wild-type (WT) and *Bcmo1* ^-/-^ mice in this study. Our analysis included a genome wide expression analysis of inguinal white adipose tissue (iWAT) to identify the target genes of BC action in this tissue.

## Results

### Effects of dietary BC supplementation on BC and retinoid levels in serum and adipose tissue

Five-week-old WT and *Bcmo1* ^-/-^ female mice were fed a defined, pelletized diet containing 1500 IU vitamin A/kg with (BC diet) or without (control diet) 150 mg BC/kg diet (n = 6 animals per group). After 14 weeks, we first studied expression of *Bcmo1* in iWAT of different dietary groups and genotypes. *Bcmo1* was expressed in iWAT of WT but not *Bcmo1* ^-/-^ mice (Figure 1A). We also analyzed the mRNA expression levels of *Bcdo2,* which encodes a second carotenoid metabolizing enzyme [5]. This analysis revealed a marked up-regulation of *Bcdo2* expression in iWAT of *Bcmo1*-null mice, both with control and BC diet (Figure 1B). Similar results were obtained for *Bcmo1* and *Bcdo2* expression in gonadal WAT (Figure S1).

**Figure 1:**
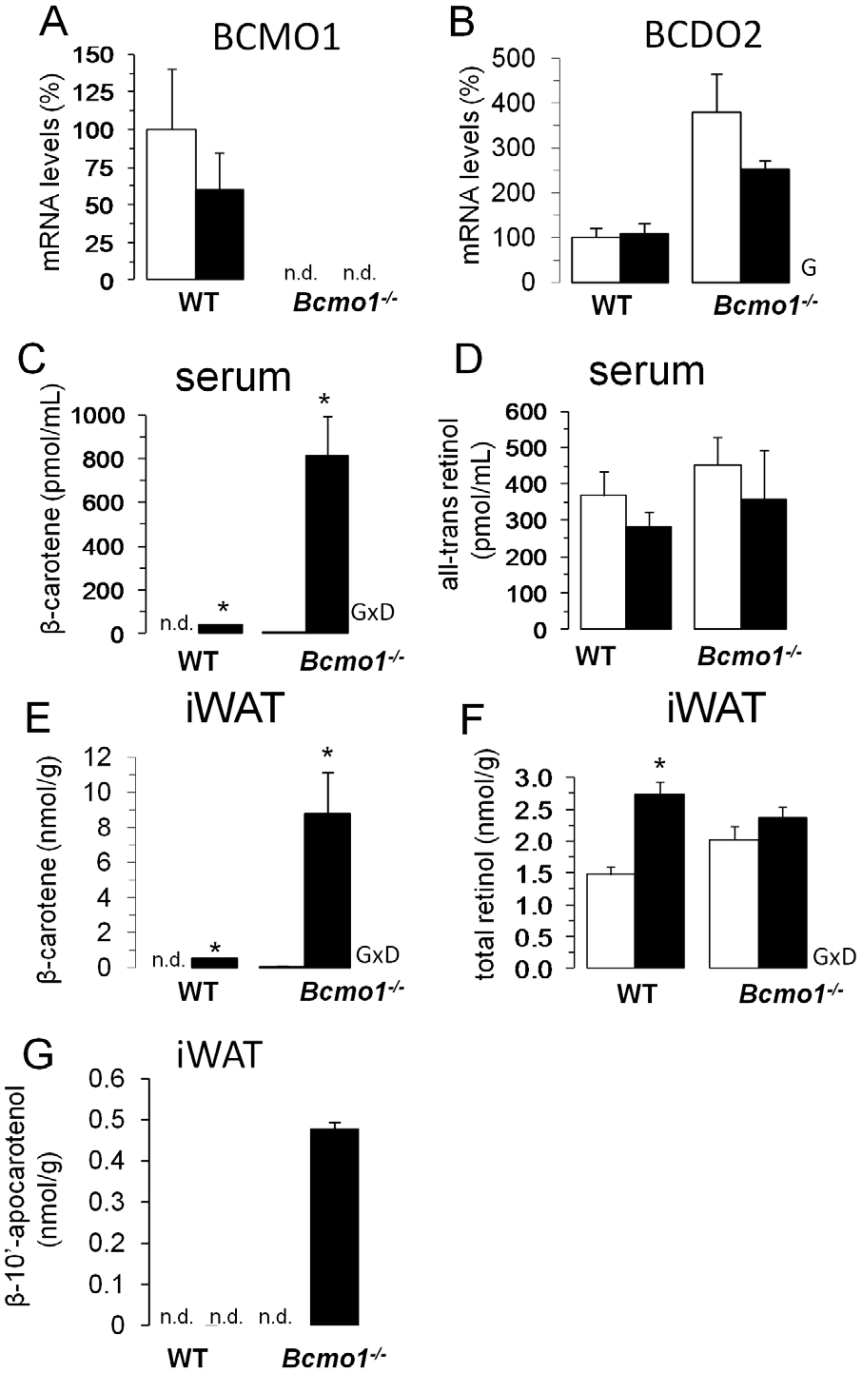
Serum and inguinal white adipose tissue levels of β-carotene, retinoids and apocarotenoids. (**A**, **B**) β-carotene -15, 15′-monoxygenase (Bcmo1) and β-carotene 9′, 10′-dioxygenase (Bcdo2) mRNA levels in inguinal white adipose tissue (iWAT) of wild-type (WT) and *Bcmo1*-null (*Bcmo1* ^-/-^) mice after 14 weeks on a control diet (open bars) or a β-carotene-enriched diet (black bars). Quantitative real-time PCR was used to determine normalized gene expression levels. (**C**-**G**) β-carotene, retinol and 10′ β-apocarotenol levels in serum and iWAT of WT and *Bcmo1* ^-/-^ mice after 14 weeks on a control diet (open bars) or a β-carotene-enriched diet (black bars). β-carotene, retinol and β-10′-apocarotenol were determined by HPLC (see Materials and Methods). Total retinol refers to free retinol plus retinyl esters. Data in (**A** to **G**) are the mean ± SEM of 6 animals per group; n.d. non-detectable; GxD, interaction between genotype and diet in two-way ANOVA analysis (p<0.05); G, genotype effect in two-way ANOVA analysis (p<0.05); *, p<0.05 in Student's *t* test, BC diet *versus* control diet.

Serum and iWAT BC levels were significantly increased after the 14 weeks of dietary intervention in all animals subjected to BC supplementation (Figures 1C and 1E). This increase was much more pronounced in the *Bcmo1* ^-/-^ mice, in which BC accumulation was readily evidenced by an orange coloring of the fat depots (not shown). Serum retinol levels were similar regardless of genotype or diet (Figure 1D). iWAT total retinol levels (free retinol plus retinyl ester) were increased upon the BC diet in WT but not in *Bcmo1* ^-/-^ mice (Figure 1F). In *Bcmo1^-/-^* mice supplemented with BC, a compound that migrated shortly after all-*trans*-retinol with an absorption maximum of 402 nm was present (Fig. 1G). Spectral characteristics and retention time indicated that this compound is β-10′-apocarotenol, the corresponding alcohol of the primary Bcdo2 cleavage product β-10′-apo-carotenal. To confirm this hypothesis, we used a β-10′-apocarotenal standard and reduced it to the corresponding alcohol by BH_4_ treatment. In fact, this β-10′-apocarotenol standard had the same retention time and spectral characteristics of the compound that accumulated in *Bcmo1^-/-^* mice upon BC supplementation (Fig 2A and 2B). Finally, we confirmed the identity of this compound by tandem mass spectrometry as compared β-10′-apocarotenol standard substance (Fig. 2C-F). Thus, we concluded that in WT mice supplemented BC is largely converted to retinoids. When BC accumulated in *Bcmo1^-/-^* mice, it is converted in part to β-10′-apocarotenal that is further reduced to the corresponding alcohol.

**Figure 2:**
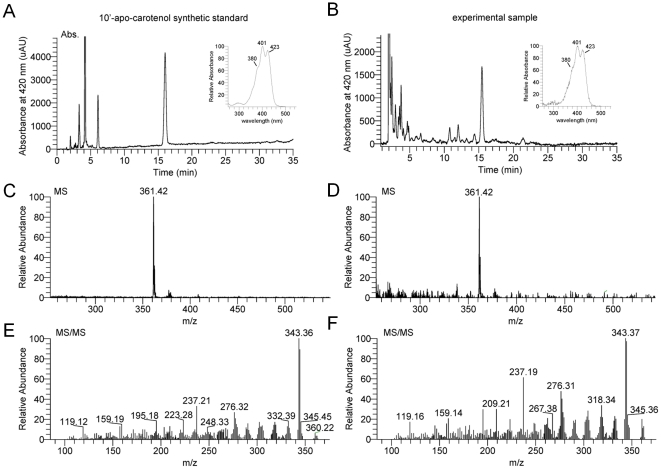
β-10′-apocarotenol is the major β-carotene cleavage product in *Bcmo1^-/-^* mice. HPLC-profile at 420 nm of (**A**) the synthetic β-10′-apocarotenol standard and (**B**) a lipid extract of iWAT of BC supplemented *Bcmo1^-/-^* mice. Insets show the spectral characteristics of the β-10′-apocarotenol standard (peak 1) as compared to peak 1′. (**C**, **D**) Single extracted ion chromatograms for β-10′-apocarotenol standard (m/z  = 361.42; peak 1 and 1′). (**E**, **F**) Fragmentation pattern of a parent ion selected at m/z  = 361.42 are identical for the β-10′-apocarotenol standard (peak 1) and peak 1′.

### Dietary BC reduces adiposity in WT mice

*Bcmo1* ^-/-^ mice had a lower average body weight than WT mice at the beginning of the study (17.3±0.4 g versus 18.5±0.2 g; p<0.05 Student's t test) and showed a tendency of higher body weight gain over the 14 week experimental period (Figure 3A). Body weight at the end of the study was comparable in all groups (data not shown). Cumulative energy intake over the 14 week experimental period was significantly higher in mice fed the BC diet than in those fed the control diet, and in *Bcmo1* ^-/-^ mice as compared to WT mice (Figure 3B). Energy efficiency (body weight gained per energy eaten) was similar among groups (Figure 3C). Even though BC supplementation did not affect final body weight in either genotype, it significantly decreased the percentage of body fat (by 28%, p<0.01) in WT but not in *Bcmo1* ^-/-^ mice (Figure 3D). In WT mice, reduction of depot mass after BC diet was evident for all three WAT depots examined (inguinal, gonadal and retroperitoneal) (Figure 3E); no such effect of BC on fat depots was observed in the *Bcmo1* ^-/-^ mice. Leptin levels in serum reflected changes in body adiposity, being reduced following dietary BC supplementation in the WT mice but not in the *Bcmo1* ^-/-^ mice (Table 1). There was a direct, positive correlation between serum leptin levels and iWAT mass (r = 0.617, p<0.001). Morphometric analysis showed that the mean sectional area of unilocular iWAT adipocytes was reduced after dietary BC supplementation in the WT mice (Figure 3F and 3G). Mean iWAT adipocyte area was similar in the two genotype groups after the control diet, but significantly higher in the *Bcmo1* ^-/-^ mice after the BC diet. Circulating levels of insulin, glucose and triacylglycerol were unaffected by diet or genotype (Table 1).

**Figure 3:**
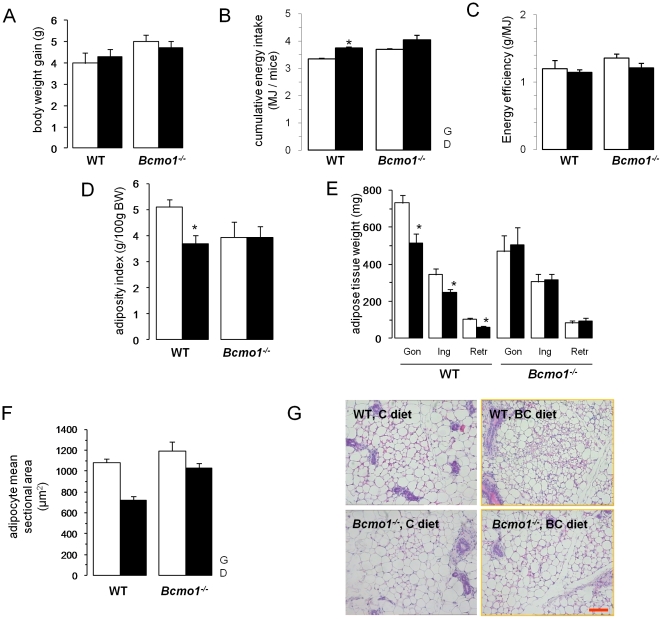
Supplemetation of β-carotene alters body adiposity in wild-type mice. (**A**) Effects of dietary β-carotene supplementation on body weight gain, (**B**) cumulative energy intake, (**C**) energy efficiency, (**D**) adiposity index, (**E**) adipose depot weight, and (**F**) inguinal adipocyte mean sectional area, in wild-type (WT) and *Bcmo1*-null (*Bcmo1* ^-/-^) mice. In (**G**), micrographs of sections of inguinal fat in the four groups are shown (The scale bar gives 100 µm). Data in (**A** to **E**) are the mean±SEM of 6 animals per group, and data in (**F**) of 3 animals per group Open bars, animals on the control diet; black bars, animals on the β-carotene-enriched diet. Body weight gain, cumulative energy intake and energy efficiency over the entire 14 week experimental period are shown. Adiposity index corresponds to the sum of all entirely dissected white adipose tissue depots (gonadal, Gon; inguinal, Ing; and retroperitoneal, Retr), expressed as percentage of the animal body weight (BW).. G, genotype effect in two-way ANOVA analysis (p<0.05); D, effect of diet in two-way ANOVA analysis (p<0.05);*, p<0.05 in Student's *t* test, BC diet versus control diet.

**Table 1:** Fed blood parameters in wild-type and *Bcmo1^-/-^* mice following control and β-carotene enriched diet.

	WT control diet	WT BC diet	*Bcmo1^-/-^* control diet	*Bcmo1^-/-^* BC diet	Anova
Glucose (mg/dL)	211±22	220±9	242±12	248±21	
Triacylglycerol (mg/mL)	0.31±0.05	0.30±0.03	0.31±0.05	0.40±0.08	
Insulin (ng/mL)	0.47±0.20	0.36±0.10	0.49±0.15	0.59±0.18	
Leptin (ng/mL)	9.63±1.69	4.09±0.59*	6.72±1.74	7.33±1.59	GxD

Analysis were carried out in wild-type (WT) and *Bcmo1^-/-^* female mice fed for 14 weeks a control diet or a β-carotene-enriched diet (BC diet), starting at 5 weeks of age. Data are the mean ± SEM of 6 animals per group. *, p<0.05 in Student's t test, BC diet versus control diet; GxD, interaction between genotype and diet in two-way ANOVA analysis (p<0.05).

### Dietary BC results in a general down-regulation of gene expression in adipose tissue of WT mice

To analyze the effects of BC supplementation on transcriptional activities in adipose tissue in different genotypes we performed genome-wide expression analysis of iWAT of all individual animals. 

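RNA from the iWAT of each mouse was labeled with Cy5 and hybridized together with a Cy3-labeled pool of all samples on a whole mouse genome array, so that every value is a ratio of one mouse to the pool. The female mice formed 4 groups of 6 (WT and Bcmo1-null, control diet or the diet with 150 mg BC/kg for 14 weeks). The deposited set also holds 23 arrays from male mice, with 6 mice in each of 3 groups and 5 WT males on the BC diet, on which the paper's text does not report. The 47 arrays lay on 12 slides, all scanned on 1 day, and the arrays of each group were spread over 5 or 6 slides.

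The authors quantified the spots with Feature Extraction, whose version is given as 9.5.3.1 in the file headers, with probe positions on mouse build mm8. For each spot the deposited files give the median signal and the local background of both dyes, processed signals that already include Agilent's background subtraction and dye normalization, and the log10 ratio of the processed Cy5 and Cy3 signals. The values of the series equaled that log10 ratio for 100% of the features (tolerance 1e-08), and the normalized values from GeneMaths XT are not among them. Besides 1639 control features, an array carried 43379 spots with 41174 different probes.

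The median Cy5 signal per array was between 143.5 and 237 intensity units (median of the arrays 188.5) in WT females on the control diet, 172 to 277 (196.5) in WT females on the BC diet, 177.5 to 233 (193.25) in Bcmo1-null females on the control diet and 136 to 238 (173.75) in Bcmo1-null females on the BC diet. In males the group medians were 174.5, 149.5, 185 and 178.5 in the same order. The Cy3 signal of the pool was between 112 and 158 on the 47 arrays. Local backgrounds were 51 to 56 for Cy5 and 50.5 to 65.5 for Cy3, between 54.8% and 70.0% of the spots of an array had a Cy5 signal above 2 times the background, and at most 8 spots per array were saturated. The number of arrays per group limits the precision of every value.

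Starting from the median signals, the background was corrected with limma's normexp method (offset 50), each array was normalized with loess, the ratios were taken as log2, and the spots of a probe were averaged. Probes were kept when the mean Cy5 signal and the mean Cy3 signal over the arrays were each at least 2 times the mean background, which left 20811 probes for the 24 female arrays. One linear model with the 4 female groups was fitted with limma, and the counts use the unadjusted threshold of the paper, p under 0.01, next to a Benjamini-Hochberg adjusted p under 0.05. Of these choices, the normalization within arrays changed the number of probes that differed in WT mice most.

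The sex in the labels was checked with genes of the X and Y chromosomes. The log2 ratio of Xist was 0.32 to 1.51 in the 24 females and -7.27 to -4.55 in the 23 males, and Ddx3y, Eif2s3y and Uty separated the sexes as well. The genotype could not be checked on Bcmo1 itself, because its only probe was below 2 times the background in Cy5 in all groups, with a null minus WT difference of -0.03 (standard error 0.09) in control females.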

Principal component analysis of microarray results revealed a different gene expression signature in WT and *Bcmo1*-null mice, and a clear effect of dietary BC supplementation that changed the overall gene expression signature in the WT mice, but not in the *Bcmo1*-null mice (Figure 4A). 

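Principal components were computed over the 19688 probes with a value on all 24 female arrays. The first component held 24.57% of the variance, the second 16.82% and the third 12.6%. On the second component, WT mice on the BC diet had a mean score of -22.99 ± 19.65 (SD, n = 6), WT mice on the control diet 3.056 ± 11.7, Bcmo1-null mice on the control diet 11.1 ± 15.48 and Bcmo1-null mice on the BC diet 8.833 ± 17.32. The spread within groups was larger on the first component, except in WT mice on the BC diet. Mean scores on the first component were 13.38 ± 14.29 (WT, BC), -3.572 ± 23.35 (WT, control), -3.381 ± 31.47 (Bcmo1-null, BC) and -6.429 ± 28.54 (Bcmo1-null, control).

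Over all probes, the centroids of the 2 diets lay 38.57 log2 units apart in WT mice (two-sided exact permutation p = 0.0108 over all splits of the 12 mice, adjusted over 3 distances 0.0324) and 20.37 apart in Bcmo1-null mice (exact p = 0.87, adjusted 0.87). The centroids of the 2 genotypes on the control diet lay 33.78 apart (exact p = 0.0736, adjusted 0.11). On linear instead of log2 values, the distance between the genotypes was 30.64 with an exact p of 0.039, and without normalization within arrays the distance between the diets in WT mice was 43.22 with an exact p of 0.167. The difference between the diet distances of the 2 genotypes was not tested as such.

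By single probes, 918 differed between Bcmo1-null and WT mice on the control diet (395 higher and 523 lower in Bcmo1-null mice, 380 at an adjusted p under 0.05) and 2139 on the BC diet (1391 higher, 748 lower, 1137 adjusted). The largest differences between the genotypes on the control diet were those of Hal (chromosome 10, log2 -4.03, standard error 0.35, limma adjusted p = 1.41e-07), Gchfr (chromosome 2, -3.83, 0.24, 6.34e-10), Ucp1 (chromosome 8, -3.67, 0.45, 2.43e-05), Htatip2 (chromosome 7, -3.26, 0.32, 8.85e-07) and Ctse (chromosome 1, -2.46, 0.35, 0.000177), all lower in Bcmo1-null mice. Rab6b (chromosome 9, log2 2.39, adjusted p = 3.45e-09), Rtp4 (1.63, 0.00295), Oas1f (1.47, 0.000456), Oasl2 (1.36, 0.00158) and Lgals3bp (1.26, 2.53e-05) were higher in Bcmo1-null mice.

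The first 2 components were also set against the scores of 8 lists of marker genes for tissues that adjoin or enter the fat pad, a score being the median log2 ratio of a list on an array (16 relations). The first component followed the lymph node lymphocyte score (Pearson's r = 0.949 over 24 mice, permutation p = 1e-05, the smallest that the permutations drawn can give, adjusted 8e-05; Spearman's rho 0.897, permutation p = 1e-05; r = 0.928 without the 2 mice farthest from the median). The lymphocyte scores left a gap around 0, and within the 15 mice above it r was 0.769 (permutation p = 0.00097) and within the 9 mice below it 0.632 (exact p = 0.068). The second component followed the mammary epithelium score (r = -0.853, permutation p = 1e-05, adjusted 8e-05; rho -0.897, permutation p = 1e-05; r = -0.853 without 2 mice). With the values centred on each slide (23 mice on 7 slides), r was 0.943 for the lymphocyte score (permutation p within slides = 5e-05, adjusted 4e-04) and -0.833 for the mammary score (2e-05, adjusted 0.00032), and on the 4 slides with 4 of these mice it was 0.813 to 0.968 and -0.962 to -0.231.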

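In WT mice, 1869 of the 20811 probes, with 1528 gene symbols, differed between the BC and the control diet at an unadjusted p under 0.01, where 208.1 would pass by chance, and 4793 differed at p under 0.05. At a Benjamini-Hochberg adjusted p under 0.05 in limma, 232 probes remained, 15 higher and 217 lower on the BC diet. That number depended on the setting: it was 0 with slide as a block, without background correction, with the processed signals of Feature Extraction, with the deposited log10 ratios, without normalization and with only the 2 groups compared in the fit, 1333 with median centring and 1599 with all 47 arrays in the fit. In Bcmo1-null mice, 76 probes passed p under 0.01 (36 higher, 40 lower), 512 passed p under 0.05, none passed the adjusted threshold, and the lowest adjusted p was 0.829. The difference between the diet effects of the 2 genotypes was tested as an interaction, for which 520 probes passed p under 0.01 (61 higher and 459 lower in WT than in Bcmo1-null mice), 2008 passed p under 0.05 and none passed the adjusted threshold. With the methods' t-test in place of limma, 1348 probes passed p under 0.01 in WT mice and 46 in Bcmo1-null mice, none of them after adjustment.

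The alternative that moved the WT count most left out the normalization within arrays and gave 600 probes in WT mice and 46 in Bcmo1-null mice. When each array was left out in turn, the WT count was between 1196, without replicate 1 of the WT mice on the control diet, and 2732, without replicate 3 of the same group, and the count at the adjusted threshold was between 0 and 1641.

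The probes with the largest falls at an adjusted p under 0.05 in WT mice were those of Npr3 (natriuretic peptide receptor 3, chromosome 15 from 11784907 to 11784966), which fell from -0.64 ± 0.64 to -2.46 ± 0.52 (SD, n = 6 per group, log2 change -1.82, limma adjusted p = 0.0453), 4933417O08Rik (chromosome 19, log2 change -1.20, adjusted p = 0.0414), 1100001G20Rik (chromosome 11, -1.18, 0.048), Alb1 (chromosome 5, -1.17, 0.0448) and Rbp4 (retinol binding protein 4, chromosome 19 from 38181783 to 38181842), with 0.25 ± 0.46 on the control and -0.90 ± 0.33 on the BC diet (-1.15, 0.0491). Of the 15 probes that rose past the adjusted threshold, 4 were the brightest probe of a gene and were named by the same rule, while 8 were other probes of a gene and 3 had no gene symbol. The 4 were those of Rps20 (log2 change 0.91, adjusted p = 0.0453), EG434179 (0.68, 0.0356), Rpl27 (0.56, 0.0467) and Pacs1 (0.24, 0.0491), although EG434179 and Pacs1 each had another kept probe with a change of the opposite sign. Calca (3.18, adjusted p = 0.0851) was added as the largest rise at p under 0.01.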

From the 25139 spots with signal intensities above two times the background, 1597 positive spots were differentially expressed due to BC supplementation in the WT mice and only 84 in the *Bcmo1*-null mice (p<0.01) (Figure 4B). These 84 positive spots correspond to 81 genes, that are given in Table S1 and are likely regulated by BC or β-10′-apocarotenoid accumulation. 

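The 76 probes that passed p under 0.01 in Bcmo1-null mice carried 64 gene symbols. As none passed the adjusted threshold, the genes with the largest changes are those at an unadjusted p under 0.01, each with an adjusted p of 1 in limma. Trim12 (chromosome 7 from 104173806 to 104173865) rose by 2.63 on the log2 scale (standard error 0.68), from -1.95 ± 2.30 on the control diet to 0.68 ± 0.75 on the BC diet (SD, n = 6 per group). It was followed by Ucp1 (1.72), B230311B06Rik (1.68), Elovl6 (1.51) and 1110030E23Rik (1.43). The largest falls were those of Gdpd3 (-1.87), Cuedc1 (-1.04), Slc1a3 (-0.99), Nnmt (-0.83) and Bmp3 (-0.80).

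Of the 81 genes in Table S1, 75 had a kept probe, and 68 of these changed in the direction that the table gives. In Bcmo1-null mice 37 of the 75 had p under 0.05 and 16 had p under 0.01, and none passed adjustment over all probes. Adjusted over the list alone, 20 passed, which is not independent evidence because the list was chosen on these arrays. Across the 75 genes, which are not independent replicates, the log2 changes correlated with those of the table with r = 0.929. The median of the 75 changes was -0.12 in Bcmo1-null mice and 0.01 in WT mice, where 14 had p under 0.05. The diet effects of the 2 genotypes differed at an interaction p under 0.05 for 23, a count raised by the choice of these genes for their change in Bcmo1-null mice.

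By position, 10 of the 75 genes (13.3%) lay on chromosome 7. Among the 58 genes with a position that passed p under 0.01 here, 12 lay on chromosome 7 against 4.33 expected (hypergeometric adjusted p = 0.0202 over the chromosomes), Trim12, B230311B06Rik, 1110030E23Rik and Gdpd3 among them. Data were simulated with the same design and the spread of each probe pooled over the 4 female groups. There, 93 of 100 probes changed by 1 log2 unit and 65 of 100 changed by 0.5 passed p under 0.01 in this comparison. As the spread was not that of Bcmo1-null mice alone, these shares may not hold for them.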

None of the genes affected by BC supplementation in the WT mice (p<0.01) were affected in the *Bcmo1*-null mice (Figure 4B, 0 genes overlapping). 

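At p under 0.01, 6 probes passed in both genotypes, against 6.825 expected if the lists of 1869 and 76 probes were independent (Fisher's exact test, two-sided p = 1). Of these, 3 changed in the same direction in both genotypes, with 3.499 expected, and 3 in opposite directions, with 3.326 expected. On the log2 scale Kcns3 changed by -0.742 in WT and -0.726 in Bcmo1-null mice, Impact by -0.295 and -0.285, and Ptpn14 by -0.341 and -0.322. Coq7 changed by -0.481 and 0.492, Tekt1 by -0.820 and 0.789, and Dclk1 by 0.421 and -0.302, respectively. These 6 genes are outside the rule by which genes were named and were chosen after their values were seen. The count was between 1, with the methods' t-test, and 23, with median centring in place of loess, where 10.87 were expected.

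Across the 20811 probes, which are not independent replicates, the diet effects of the 2 genotypes correlated with Pearson's r = 0.2004 and Spearman's rho = 0.218. Of the 1869 probes that passed in WT mice, 58 had p under 0.05 in Bcmo1-null mice and 61.21% had the same sign there. An interaction p under 0.05 was found for 1057, a count raised by the choice of these probes for their change in WT mice. The probes that fell in WT mice had a median log2 change of -0.39 in WT and -0.03 in Bcmo1-null mice, and those that rose had 0.42 and 0.04.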

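Probes chosen for their difference between the WT groups will differ most in these groups by that choice, so the choice and the comparison were also made on different WT arrays. In 40 random draws, 3 of the 6 arrays of each WT group were used to select probes at p under 0.01 (median 668.5 probes per draw). The groups were then compared on the WT arrays that were not used and on all Bcmo1-null arrays. The Bcmo1-null arrays had entered the selection only through the pooled spread. Signed by the direction in the arrays used, the median difference of the selected probes from WT mice on the control diet was 0.193 log2 units in WT mice on the BC diet (0.0961 to 0.426 over the draws), 0.00263 in Bcmo1-null mice on the control diet (-0.0736 to 0.108) and 0.0117 in Bcmo1-null mice on the BC diet (-0.0693 to 0.153). In the arrays used for the selection the first of these was 0.524. The WT mice on the BC diet had the highest of the 3 values in 40 of 40 draws, which share mice and are not independent. With all arrays used for both steps, the 3 values were 0.397, 0.0793 and 0.109, and for 1501 of the 1869 selected probes (80.3%) the WT mice on the BC diet were the group farthest from the others.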

In the WT mice, genes significantly regulated (p<0.01) by BC supplementation appeared to differ most in expression as compared to the other three groups; WT control diet, *Bcmo1* ^-/-^ control diet and *Bcmo1* ^-/-^ BC diet (Figure 4D). 

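Of the 1869 probes changed in WT mice at p under 0.01, 1384 (74.05%) were lower and 485 were higher on the BC diet, while the median change over all 20811 probes was -0.00277. The share depended on the normalization within arrays. It was 92.42% with median centring of each array (2011 lower and 165 higher) and 90.83% without normalization (545 and 55). With loess but no background correction it was 69.93% (1144 and 492), and with the processed signals of Feature Extraction 73.26% (1170 and 427). The methods' t-test gave 76.71% (1034 and 314).

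The median changes of probes in 4 classes of mean intensity with equal numbers, from the dimmest to the brightest, were 0.08, 0.03, -0.07 and -0.20 with median centring, where the median over all probes was -0.03. They were 0.16, 0.10, 0.01 and -0.13 without normalization (0.04 over all probes), and 0.01, 0.01, -0.01 and -0.02 with loess. Across probes, which are not independent replicates, Spearman's rho between mean intensity and the diet difference was -0.37 with median centring and -0.0402 with loess.

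**Figure D1:**
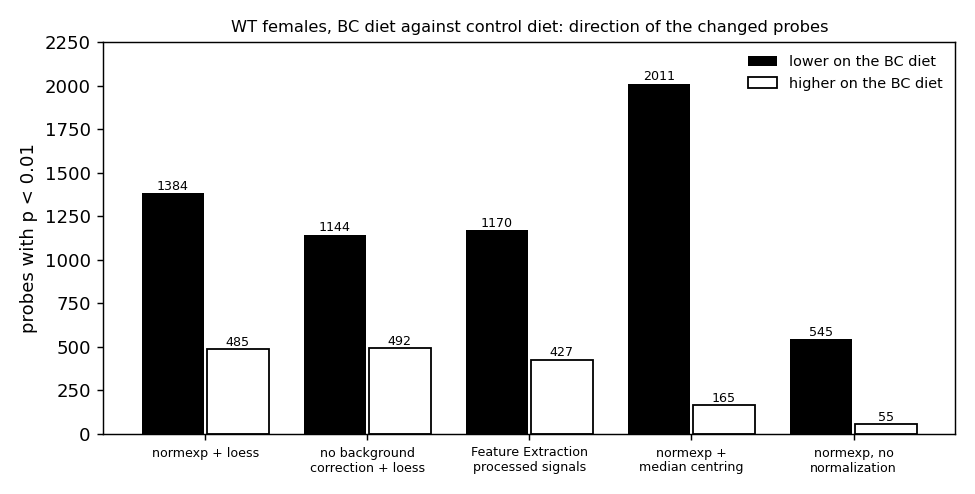
Number of probes with p under 0.01 between WT females on the BC and the control diet (y axis, count) under 5 ways of correcting and normalizing the signals (x axis), with black bars for probes lower and white bars for probes higher on the BC diet. Lower probes outnumber higher probes under all 5, from 1144 against 492 with loess alone to 2011 against 165 with median centring.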

Remarkably, upon BC supplementation, 87% of the genes affected in WT mice were found to be down-regulated (Figures 4C and 4D). 

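Sets of genes were written from general knowledge of the pathways after the paper's tables had been read, with which they share genes, and tested with limma's camera (preset correlation between genes of 0.01) for a diet effect in WT mice, with p adjusted over 9 sets. The 20 genes of cholesterol biosynthesis had a median log2 change of -0.55, with 20 of 20 lower on the BC diet (adjusted p = 1.81e-06), and the 18 genes of fatty acid and triacylglycerol synthesis had -0.65, with 18 of 18 lower (adjusted p = 0.00075). The pentose phosphate pathway had -0.54 (6 of 7 genes lower, adjusted p = 0.00748) and oxidative phosphorylation -0.11 (60 of 81 genes lower, adjusted p = 0.00659). Glycolysis (17 genes, -0.08, adjusted p = 0.405) and the citrate cycle (17 genes, -0.08, adjusted p = 0.297) did not pass. Of single genes, 2 of cholesterol biosynthesis passed adjustment over all probes and none of the other 5 sets, while adjusted over the list alone 6 of cholesterol biosynthesis, 4 of the pentose phosphate pathway and 2 of fatty acid and triacylglycerol synthesis passed. With the correlation between genes estimated from the arrays, none of the sets passed, with adjusted p values between 0.496 and 0.889. Median centring moved glycolysis most, to -0.32 (adjusted p = 0.0037).

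In Bcmo1-null mice the same medians were 0.30 for cholesterol biosynthesis, 0.36 for fatty acid and triacylglycerol synthesis, 0.23 for the pentose phosphate pathway, 0.09 for oxidative phosphorylation, 0.36 for glycolysis and 0.14 for the citrate cycle. The medians of the interaction, WT minus Bcmo1-null, were -0.89, -1.12, -0.82, -0.18, -0.44 and -0.24.

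The median of each set per mouse was compared between the diets with an two-sided exact permutation test, adjusted over 21 items. In WT mice it differed by -0.538 for cholesterol biosynthesis (exact p = 0.00433, adjusted 0.0303, lower in 6 of 6 mice than the mean of the control mice), -0.455 for fatty acid and triacylglycerol synthesis (exact p = 0.0195, adjusted 0.0819), -0.448 for the pentose phosphate pathway (exact p = 0.0152, adjusted 0.0798) and -0.111 for oxidative phosphorylation (exact p = 0.197, adjusted 0.367). On the 5 slides that held WT mice of both diets, the first 3 of these sets were lower on the BC diet on 5 of 5, and oxidative phosphorylation on 4 of 5.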

Pathway analysis using Metacore showed that genes encoding components of lipid and glucose metabolism-related pathways (including cholesterol biosynthesis, fatty acid metabolism, glycerophospholipid metabolism, pentose phosphate pathway, pyruvate metabolism and glycolysis/ gluconeogenesis) as well as ATP synthesis and oxidative phosphorylation were among the most affected (Table S2). Because of the close connections between neovascularisation and adipose tissue expansion [34]–[35], we specifically examined changes in the expression of angiogenesis-related genes. As expected, BC supplementation triggered a generalized down-regulation of these genes in the WT mice, but not in the *Bcmo1* ^-/-^ mice (Table S3).

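The 32 genes of Table S3 all had a kept probe, and the paper gives a fold change in WT mice for 30 of them. All 30 changed in the direction of the table, 24 lower and 6 higher on the BC diet. In WT mice 24 of the 30 had p under 0.05 and 14 had p under 0.01, none passed adjustment over all probes in limma, and 24 passed when adjusted over the list alone, which is not independent evidence because the table was chosen on these arrays. On the log2 scale Vegfb changed by -0.58 (adjusted p = 0.0537), Hif1a by -0.40 (adjusted p = 0.147), Nos3 by -0.48 (adjusted p = 0.0777), Adamts5 by -0.86 (adjusted p = 0.0713) and Fgf13 by -0.89 (adjusted p = 0.0715). These 5 are among the named factors and receptors of the table and were chosen after their values were seen.

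The 24 genes that the table gives as lower had a median log2 change of -0.46 in WT and -0.19 in Bcmo1-null mice, where 4 of them had p under 0.05. The difference between the diet effects of the 2 genotypes had p under 0.05 for 1 of these 24 genes, and for 2 of all 30. The 3 genes for which the paper gives a fold change in Bcmo1-null mice, Mcam (-0.56), Igf1 (-0.35) and Nrp1 (-0.34), were lower there too.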

**Figure 4:**
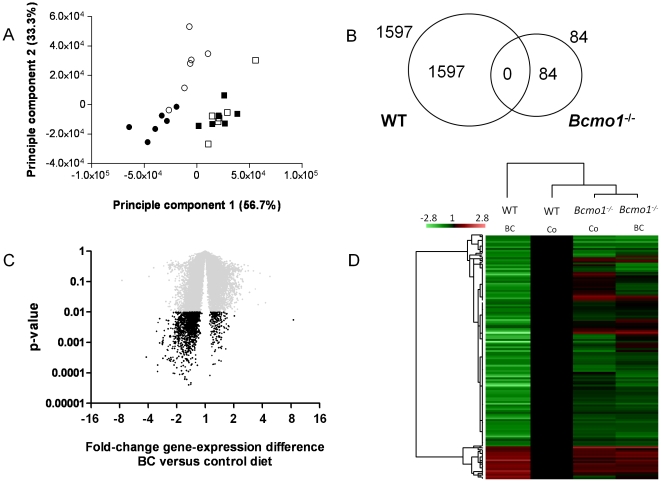
Supplementation of β-carotene alters gene expression profiles in wild-type but not in *Bcmo1^-/-^* mice. (**A**) Principal component analysis of transcriptional profiles in inguinal white adipose tissue of female wild-type (circles) and *Bcmo1* ^-/-^ (squares) mice fed the control diet (open symbols) or the β-carotene diet (closed symbols). Genome-wide expression profiles were obtained using the 4×44 k Agilent whole mouse genome microarrays for each animal in the experiment (n = 6 per group). (**B**) Venn diagram representing the number of significantly regulated genes (p<0.01) due to BC supplementation in wild-type (WT) and in *Bcmo1*-null (*Bcmo1* ^-/-^) mice and the number of significantly regulated genes regardless of genotype (overlap). (**C**) Volcano plot representing the effect of BC supplementation on gene expression in WT mice, with the fold-change on the x-axis and the corresponding Student's t-test p-value on the y-axis. Every spot is a single gene and in black are all genes with a p-value <0.01. (**D**) Heat map representing the expression level of all genes regulated by BC with a Student's t-test p<0.01 in the WT mice in all four groups; WT control (Co) diet, WT BC diet, *Bcmo1* ^-/-^ control diet and *Bcmo1* ^-/-^ BC diet. Relative expression of every single gene was compared to gene expression in WT mice on the control diet and consequently, gene expression of every single gene in WT mice on the control diet was set to 1.0.

### Dietary BC down-regulates PPARγ and PPARγ target genes in adipose tissue of WT mice

A general effect of BC supplementation in reducing global transcriptional activity in iWAT of WT mice suggested that the activity of a master control transcription factor of adipose tissue biology was affected. In this context, a batch promoter analysis with Eldorado coupled to matinspector (Genomatix Suite) revealed that 54% of the top 50 down-regulated genes in iWAT of BC supplemented WT mice harbored a putative PPAR response element in their promoter region (p value: 1.33e^−6^) with at least 85% homology with the matrix similarity defined by Genomatix (Table 2). 

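All 50 genes of Table 2 were lower on the BC diet in WT mice. Of these, 44 had p under 0.05, 34 had p under 0.01 and 16 passed adjustment over all probes, and 44 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The median log2 change was -0.98, and across the 50 genes, which are not independent replicates, the changes correlated with those of the table with r = 0.886. In Bcmo1-null mice the median was 0.19, and the diet effects of the 2 genotypes differed at an interaction p under 0.05 for 36 genes. The genes were chosen for their fall in WT mice, which is part of the interaction, so the choice itself raises that count. Over all probes, none passed the adjusted threshold for the interaction.

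The 27 genes with a PPAR response element in the table had a median log2 change of -0.99, and the 23 without had -0.96. Of the former 25 and of the latter 19 had p under 0.05. As all genes of the table were chosen for the largest falls on these arrays, this comparison cannot tell whether response elements go with larger falls. The enrichment of response elements over other promoters could not be repeated, as promoter sequences are not among the files.

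Among the first 10 genes of the table, 10 were lower, 9 had p under 0.05 and 8 had p under 0.01. Besides Npr3 and Rbp4, these were Mosc1 (log2 change -1.47, adjusted p = 0.0706), Dnmt3l (-1.48, 0.0974), Scd2 (-1.31, 0.126), Pnpla3 (-1.21, 0.0756), Dgat2 (-1.06, 0.0796), Slc2a5 (-1.19, 0.266), Fads3 (-1.09, 0.0453) and Lep. Slc2a5 rose in Bcmo1-null mice by 1.75 (standard error 0.64, adjusted p = 1), and its interaction was -2.94 (standard error 0.91, adjusted p = 0.369).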

Interestingly, the same kind of analysis in iWAT of BC supplemented *Bcmo1^-/-^* mice revealed that the presence of putative PPAR responsive element was not significant (p value: 0.81). 

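The probe of Pparg (peroxisome proliferator activated receptor gamma) lies on chromosome 6 from 115455814 to 115455873. Its log2 ratio to the pool was 0.14 ± 0.44 (SD, n = 6) in WT mice on the control diet and -0.31 ± 0.31 (n = 6) on the BC diet. The log2 change was -0.45 (standard error 0.16, limma adjusted p = 0.116 over all probes), a fold change of -1.37, and passed the unadjusted threshold of 0.05 in limma. By a two-sided exact permutation test, p was 0.0758 (adjusted over 21 items 0.199), with 6 of 6 mice on the BC diet below the mean of the control mice. In Bcmo1-null mice the ratio was -0.07 ± 0.11 on the control and -0.07 ± 0.21 on the BC diet, a change of 0.00 (adjusted p = 1). The difference between the diet effects of the 2 genotypes was -0.46 (standard error 0.23, adjusted p = 0.535).

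For Rxra (retinoid X receptor alpha), the brighter of 2 probes lies on chromosome 2 from 27584900 to 27584959. Its log2 ratio was -0.05 ± 0.44 (SD, n = 6) on the control and -0.50 ± 0.25 on the BC diet in WT mice. The log2 change was -0.45 (standard error 0.17, adjusted p = 0.136), a fold change of -1.36, with an exact permutation p of 0.0433 (adjusted 0.143). The second probe changed by -0.20. In Bcmo1-null mice Rxra changed by -0.10 (adjusted p = 1), and the interaction was -0.35 (standard error 0.24, adjusted p = 0.663).

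Median centring moved both genes most, to -0.71 for Pparg and -0.67 for Rxra in WT mice, with interactions of -0.76 and -0.61 that passed the unadjusted threshold of 0.05. The interaction of Pparg also passed it without normalization (-0.65) and with slide as a block (-0.43). With the methods' t-test neither gene passed it in WT mice. On the 5 slides that held WT mice of both diets, Pparg was lower on the BC diet on 5 (differences of -0.96 to -0.08) and Rxra on 4 (-1.20 to 0.05).

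**Figure D2:**
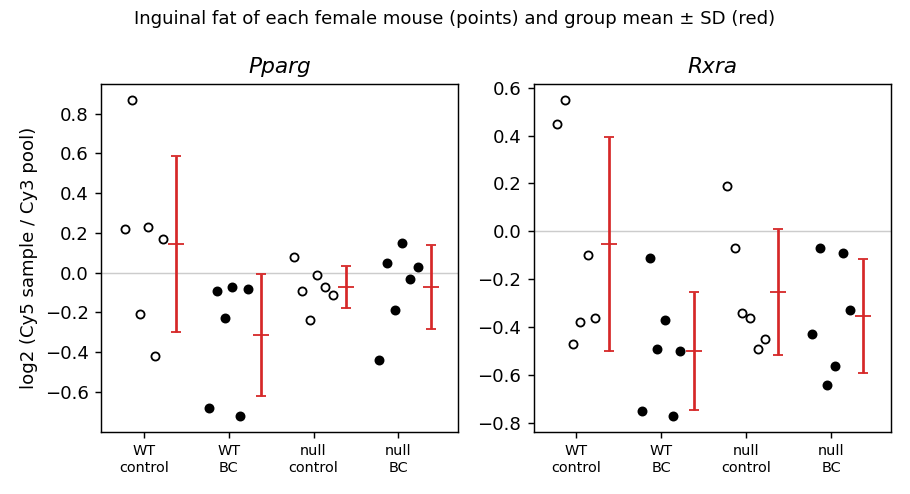
Log2 ratio of Cy5 to the Cy3 pool (y axis) for Pparg and Rxra in the iWAT of each female mouse, by group (x axis, n = 6 mice each), with open points for the control diet, filled points for the BC diet and the group mean ± SD in red. The means of Pparg are 0.14 and -0.31 in WT mice on the control and the BC diet and -0.07 in both groups of Bcmo1-null mice, and single mice of the WT groups overlap.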

Microarray results indicated that iWAT gene expression of PPARγ and its heterodimeric partner RXRα were significantly decreased following BC supplementation in the WT mice (–1.75 and −1.57 fold-change, respectively, p<0.05), but not in the *Bcmo1* ^-/-^ mice. Q-PCR analysis confirmed the microarray results and thus down-regulation of the mRNA expression levels of PPARγ and RXRα after BC supplementation in iWAT of WT mice, but not of *Bcmo1* ^-/-^ mice (Figure 5A and 5B). Additionally, PPARγ protein expression levels in iWAT followed the same pattern as the mRNA levels, as indicated by immunoblotting results (Figure 5D). In contrast, iWAT mRNA levels of CYP26a1, a retinoic acid hydroxylase that is transcriptionally induced by retinoic acid in a strictly RAR-dependent manner [36]; [37], were increased by 138% after BC supplementation in the WT mice, but not in the *Bcmo1* ^-/-^ mice (Figure 5E), suggesting a Bcmo1-dependent enhancement of retinoic acid signalling in iWAT following chronic BC supplementation. Finally, to provide direct evidence for down-regulation of PPARγ activity after BC supplementation in the WT mice, we determined iWAT mRNA levels of LPL, a well-known target of PPARγ:RXRα, by Q-RT-PCR. As shown in Fig. 5C, LPL mRNA levels were significantly decreased in WT mice upon BC supplementation. Changes in gene expression of PPARγ, RXRα and LPL in the gonadal fat depot followed the same pattern as in the inguinal depot (Figure S1).

**Figure 5:**
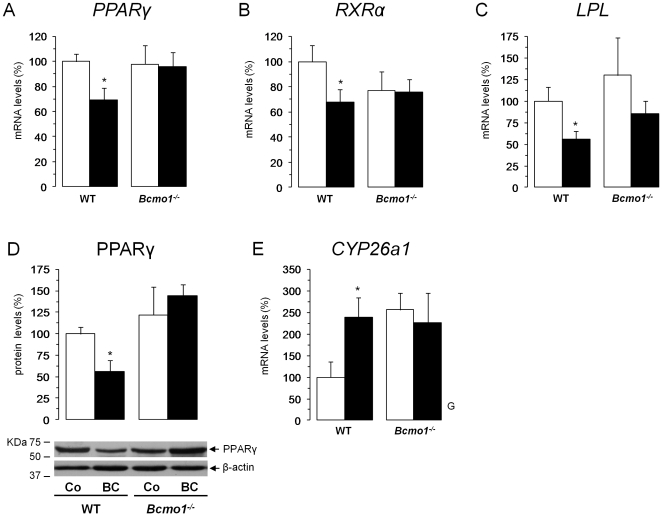
β-carotene supplementation reduces PPARγ expression both on the mRNA and protein level. (**A**) *PPARγ* mRNA levels, (**B**) *RXRα* mRNA levels, (**C**) *lipoprotein lipase* (*LPL*) mRNA levels, (**D**) PPARγ protein levels and (**E**) *Cyp26a1* mRNA levels in inguinal white adipose tissue of wild-type (WT) and *Bcmo1*-null (*Bcmo1* ^-/-^) mice after 14 weeks on a control diet (open bars) or a β-carotene -enriched diet (black bars). Quantitative real-time PCR was used to determine normalized gene expression levels as described in Materials and Methods. Immunoblotting was used to determine expression levels of PPARγ and β-actin, which was used as internal control for equal loading and blotting; shown at the bottom of (**D**) is a representative immunoblot for the two proteins. Data in (**A** to **E**) are the mean ± SEM of 6 animals per group. G, effect of genotype in two-way ANOVA analysis (p<0.05); *, p<0.05 in Student's t test, BC diet versus control diet.

**Table 2:** Batch promoter analysis focused on peroxisome proliferator-activated receptor (PPAR) of the fifty top down-regulated genes in inguinal white adipose tissue of wild-type mice after β-carotene supplementation.

Gene	Gene name	p value	fold-change	putative PPRE
Npr3	natriuretic peptide receptor 3	0.00033	−4.18	Yes
Mosc1	MOCO sulphurase C-terminal domain containing 1	0.00234	−3.26	Yes
Dnmt3l	DNA (cytosine-5-)-methyltransferase 3-like	0.00452	−3.14	
Scd2	stearoyl-Coenzyme A desaturase 2	0.00606	−3.02	Yes
Lep	Leptin	0.00106	−2.84	
Rbp4	retinol binding protein 4, plasma	0.00030	−2.80	Yes
Pnpla3	patatin-like phospholipase domain containing 3	0.00098	−2.78	
Dgat2	diacylglycerol O-acyltransferase 2	0.00166	−2.68	Yes
Slc2a5	solute carrier family 2 (facilitated glucose transporter), member 5	0.02198	−2.60	
Fads3	fatty acid desaturase 3	0.00027	−2.52	Yes
Alb1	albumin 1	0.00058	−2.51	Yes
Mod1	malic enzyme, supernatant	0.00280	−2.46	Yes
Gsta3	glutathione S-transferase, alpha 3	0.00075	−2.46	
Mogat2	monoacylglycerol O-acyltransferase 2	0.00408	−2.44	Yes
Fabp5	fatty acid binding protein 5, epidermal	0.00026	−2.37	
Elovl6	ELOVL family member 6, elongation of long chain fatty acids (yeast)	0.01515	−2.36	Yes
Ela1	elastase 1, pancreatic	0.00155	−2.35	Yes
Cav1	caveolin, caveolae protein 1	0.00083	−2.35	
Cspg3	chondroitin sulfate proteoglycan 3	0.02156	−2.33	
Apol6	apolipoprotein L, 6	0.00167	−2.33	Yes
LOC676546	similar to monocyte to macrophage differentiation-associated	0.00024	−2.32	Yes
Sncg	synuclein, gamma	0.00155	−2.32	
Ppp2r5b	protein phosphatase 2, regulatory subunit B (B56), beta isoform	0.00294	−2.31	
Tkt	Transketolase	0.01153	−2.31	
Ntsr2	neurotensin receptor 2	0.00032	−2.31	Yes
Acss2	acyl-CoA synthetase short-chain family member 2	0.01181	−2.28	Yes
Mid1ip1	Mid1 interacting protein 1 (gastrulation specific G12-like (zebrafish))	0.03037	−2.21	Yes
Retn	Resistin	0.00282	−2.19	
Lpgat1	lysophosphatidylglycerol acyltransferase 1	0.00024	−2.19	Yes
Lctl	lactase-like	0.00010	−2.18	Yes
Slc6a13	solute carrier family 6 (neurotransmitter transporter, GABA), member 13	0.00394	−2.17	
Comt	catechol-O-methyltransferase	0.00946	−2.17	
Thbd	Thrombomodulin	0.01020	−2.17	Yes
Orm2	orosomucoid 2	0.00026	−2.14	Yes
Orm1	orosomucoid 1	0.00018	−2.13	Yes
Lrrc39	leucine rich repeat containing 39	0.00130	−2.12	
Sc5d	sterol-C5-desaturase (fungal ERG3, delta-5-desaturase) homolog (S. cerevisae)	0.00095	−2.12	
Fabp4	fatty acid binding protein 4, adipocyte	0.00690	−2.11	Yes
Lss	lanosterol synthase	0.00103	−2.10	
Odz4	odd Oz/ten-m homolog 4 (Drosophila)	0.00063	−2.10	
Slc9a2	solute carrier family 9 (sodium/hydrogen exchanger), member 2	0.00214	−2.10	Yes
Aldh1a7	aldehyde dehydrogenase family 1, subfamily A7	0.00010	−2.10	Yes
Cpa2	carboxypeptidase A2, pancreatic	0.00157	−2.10	
Timp4	tissue inhibitor of metalloproteinase 4	0.01792	−2.09	
Slc2a4	solute carrier family 2 (facilitated glucose transporter), member 4	0.01228	−2.09	Yes
Adamts5	a disintegrin-like and metallopeptidase (reprolysin type) withthrombospondin type 1 motif, 5 (aggrecanase-2)	0.00287	−2.08	
Kcnj14	potassium inwardly-rectifying channel, subfamily J, member 14	0.00022	−2.07	
Slc16a12	solute carrier family 16 (monocarboxylic acid transporters), member 12	0.00221	−2.07	Yes
Dbi	diazepam binding inhibitor	0.00384	−2.06	Yes
Fasn	fatty acid synthase	0.00220	−2.06	

Batch promoter analysis was performed with Eldorado coupled to matinspector (Genomatix Suite). Yes in the right column indicates the presence in the corresponding gene promoter of a putative PPAR response element (PPRE) with at least 85% homology with the matrix similarity defined by Genomatix.

## Discussion

Here we analyzed the effects of dietary BC on whole-body adiposity and adipose tissue physiology. We supplemented WT and *Bcmo1* ^-/-^ mice with BC and compared them to non-supplemented littermates. Our results revealed a Bcmo1-dependent, adiposity reducing effect of BC supplementation, as percent body fat, adipose depot mass, iWAT adipocyte size and leptin serum levels were all significantly reduced after BC supplementation in the WT mice, but not in the *Bcmo1^-/-^* mice (Figure 3). Reduced adiposity in WT mice after BC supplementation was not associated with adverse effects on blood parameters measured such as increased circulating triacylglycerol levels. Moreover, no harmful effects of BC supplementation on parameters such as body weight gain, food intake, or lung tissue histology were observed in the animals (this work and [38]). Although relatively low dietary vitamin A was fed, blood retinol levels were well maintained and within the expected range for adult mice in the different genotypes and supplementation groups (Figure 1D). Additionally, stored retinol was found in the adipose tissue (Figure 1F) and in the liver (data not shown), indicating no gross changes in vitamin A homeostasis in animals of different supplementation groups.

Microarray analyses revealed that BC supplementation altered the overall iWAT gene expression signature in WT mice but not in *Bcmo1^-/-^* mice. Strikingly, none of the genes altered in its expression levels upon BC supplementation in the WT mice (p<0.01) was changed in *Bcmo1* knockout mice (Figure 4). BC supplementation led to a general down-regulation of gene expression in iWAT of WT mice. This finding indicated that the activity of major transcriptional regulator of iWAT was affected by BC supplementation. Microarray, Q-PCR and immunoblotting analysis consistently confirmed a reduction of PPARγ expression (Figure 5A and 5D). *In silico* analysis of the promoter regions of the top 50 BC down-regulated genes in wild-type mice showed that more than 50% contained a *PPAR* response element (Table 2). The p value associated (1.33e^−6^) strongly supported the importance of PPARγ within this gene set, since it represent the probability to obtain an equal or greater number of sequences with a match in a randomly list of genes. Interestingly, such result was not reproduced in the *Bcmo1* ^-/-^ mice (p value 0.81; not significant) underlying the key role of this enzyme in the repression of PPARγ activity by BC. Thus, the reduction of PPARγ activity and the down-regulation of its target genes likely explain the reduced adiposity of WT mice upon BC supplementation.

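A list of 30 known target genes of PPARγ was written in the same way as the pathway sets, and 29 of them had a kept probe. In WT mice their median log2 change was -0.25, with 21 of 29 lower on the BC diet and 13 at p under 0.05. Camera gave an adjusted p of 0.00539 with the preset correlation and of 0.496 with the correlation estimated from the arrays. Of the 29 genes, 3 passed adjustment over all probes and 6 adjusted over the list alone. The median per mouse differed by -0.31 (exact permutation p = 0.0476, adjusted over 21 items 0.143, lower in 5 of 6 mice than the mean of the control mice). In Bcmo1-null mice the median change of the list was -0.18, the median per mouse differed by -0.121 (exact p = 0.307, adjusted 0.644), and the median interaction was -0.07. Median centring moved the median in WT mice most, to -0.61 (camera adjusted p = 1.6e-06). Lpl is on the list, and the paper found it significantly lower by Q-PCR in WT mice on the BC diet. On the arrays it changed by -0.27 in WT mice at its brighter probe (standard error 0.19, limma adjusted p = 0.404, exact permutation p = 0.323). The other probe changed by -0.45, which passed the unadjusted threshold of 0.05. With median centring the brighter probe changed by -0.64 and without normalization by -0.56, and both passed it too. The interaction of the brighter probe was -0.09 (adjusted p = 0.929). The paper reasons from lower PPARγ mRNA and protein, lower LPL mRNA by Q-PCR, and response elements in the promoters of the most strongly lowered genes. From these it concludes that PPARγ activity and its target genes were reduced. It proposes that this likely explains the lower adiposity of WT mice on the BC diet.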

Centric cleavage of BC by Bcmo1 leads to retinaldehyde production which can be converted to retinol and retinyl ester for storage and to retinoic acid. Enzymes catalyzing these reactions are expressed in adipocytes [7]; [16]. Retinoids such as retinoic acid and retinaldehyde are ligands for nuclear receptors including RARs and PPARs that help control adipogenesis and adipocyte metabolism. Treatment with retinoic acid has been shown to inhibit differentiation of pre-adipose cells in culture by blocking PPARγ induction in an RAR-mediated manner [18]; [39], and to result *in vivo* in mice in reduced PPARγ expression levels in WAT [19] and reduced whole body adiposity [19]; [31]. Moreover, a recent study showed that BC, but not retinol, decreases PPARγ and reduces lipid storage capacity in mature white adipocytes in culture [15]. This effect involves production of retinoic acid from BC, is blocked by a Bcmo1 chemical inhibitor (fenretinide), and is dependent on RARs [15]. Importantly, BC was accumulated following BC diet in serum and tissues of WT mice (Figure 1C and 1E), suggesting that not all BC undergoes intestinal cleavage in WT mice. Thus, an adipose tissue-specific, Bcmo1-dependent production of retinoids, such as retinoic acid, from BC might explain the down-regulation of iWAT PPARγ expression levels and the overall changes in iWAT gene expression patterns and adiposity-related end-points observed in this work in WT mice following chronic exposure to a BC-enriched diet. The involvement of RAR-signalling is sustained by the *CYP26a1* gene-expression data showing increased expression of this retinoic acid target gene following BC supplementation selectively in the iWAT of WT mice (Figure 5E). Additionally, iWAT mRNA levels of some other genes for which there is evidence of transcriptional up-regulation or down-regulation in response to retinoic acid were significantly increased and decreased, respectively, following BC supplementation in the WT mice, but not in the *Bcmo1*-null mice (microarray data shown in Table S4), including leptin. 

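Leptin (Lep, chromosome 6 from 29023244 to 29023303) had a log2 ratio of -0.77 ± 0.53 (SD, n = 6) in WT mice on the control diet and -2.07 ± 0.45 (n = 6) on the BC diet. The log2 change was -1.30 (standard error 0.36, limma adjusted p = 0.0636), and all 6 mice on the BC diet were below the mean of the control mice (exact permutation p = 0.00216, the smallest that 6 against 6 mice can give, adjusted over 21 items 0.0227). In Bcmo1-null mice the change was -0.25 (standard error 0.36, adjusted p = 1), and the interaction was -1.04 (standard error 0.51, adjusted p = 0.515). Retn changed by -0.69 in WT mice (adjusted p = 0.0459, the second probe by -0.83) and by -0.12 in Bcmo1-null mice.

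Among the other genes of Table S4, 8 are reported here and rose in WT mice: Grn by 1.34 (adjusted p = 0.0839), Top2a by 0.82 (0.0862), Tcfap2c by 0.82 (0.264), Myb by 0.79 (0.142), Myc by 0.71 (0.138), Camk4 by 0.59 (0.171), Odz3 by 0.53 (0.064) and Kitl by 0.33 (0.243). None of these 8 passed adjustment over all probes, and all but Tcfap2c and Kitl passed the unadjusted threshold of 0.05. In Bcmo1-null mice their changes were between 0.01 (Myc) and 0.35 (Myb), and the second probe of Grn changed by -0.28. The interaction passed the unadjusted threshold of 0.05 for Odz3 (0.49, adjusted p = 0.458), Retn (-0.57, adjusted p = 0.447) and Rbp4 (-1.10, adjusted p = 0.412).

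A list of 20 known retinoic acid target genes was written in the same way as the pathway sets, and 14 had a kept probe. Their median log2 change in WT mice was 0.01 and their mean 0.04, with 6 of 14 lower, 1 at p under 0.05, and none past adjustment over all probes or adjusted over the list alone, while camera gave the direction as lower (adjusted p = 0.857). The median per mouse fell by 0.194 (exact permutation p = 0.00216, adjusted 0.0227, lower in 6 of 6 mice), so that camera's direction and the median per mouse differ in sign from the median and the mean of the changes. In Bcmo1-null mice the median change was -0.10 and the median interaction 0.01.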

Leptin expression has been shown to be decreased by retinoic acid [24]–[27] and blood levels of this adipokine were significantly reduced in WT mice supplemented with BC.

Interestingly, expression of the *Bcdo2* gene was up-regulated in iWAT of *Bcmo1*-null mice, both under control and BC diet (Figure 1B). In fact, relatively large amounts of β-10′-apocarotenol became detectable in WAT of *Bcmo1^-/-^* mice upon BC supplementation. This compound derives by the reduction of the primary BC cleavage product β-10′-apo-carotenal. It has been reported that apocarotenoids such as β-14-apo-carotenal can repress PPARγ - and RXR-mediated responses in cell culture [32]. However, we found not much evidence that apocarotenoid formation in *Bcmo1^-/-^* mice influenced adipocyte physiology. Our results indicate that the effects of BC on adipocyte biology are clearly dependent on Bcmo1, as those effects were not found in Bcmo1-deficient animals that express Bcdo2.

In summary, this study revealed a Bcmo1-dependent, adiposity reducing effect of long-term BC supplementation in mice. In this context, we provide evidence that BC-derived retinoids influence adipocyte physiology. *Bcmo1* is a PPARγ target gene [13], and our analysis indicates that the Bcmo1-dependent, adiposity-reducing effect of BC is mediated by a reduction of PPARγ activity in adipocytes. Thus, our findings establish Bcmo1 as key component for the crosstalk between RAR- and PPARγ-signaling pathways in the control of body adiposity.

Our results may also have implications in the context of the current obesity pandemics. There is evidence of an impact of BC and vitamin A status on parameters related to adiposity in humans [40]. Circulating BC levels are inversely correlated with risk of human type 2 diabetes, a pathology associated with obesity [41]–[44] . Additionally, reduced plasma levels of carotenoids, including BC, are commonly found in obese children [45]. Genetic polymorphisms in the *Bcmo1* gene have been described that alter the activity of the encoded human protein [46]; [47]. Our work suggests that BC intake may have different consequences on body adiposity in subjects carrying different Bcmo1 functional gene variants. Thus, the involvement of BC and Bcmo1 in human obesity deserves further research.

## Materials and Methods

### Animals and diets

The animal experiment was conducted according to accepted standards of humane care and use of laboratory animals, and was approved by the bioethical committee of the University of Freiburg (Az.: 35/9185.81/G-07/30). C57/BL6;129Svj-*Bcmo1* ^tm1Dnp^ (*Bcmo1* ^-/-^) mice previously described by Hessel et al. [7] and mixed background F1 generation of C57/BL6;129Svj mice as WT controls were used. During the breeding and weaning periods and up to 5 weeks of age all mice were maintained on breeder chow containing 14000 IU vitamin A/kg diet (Provimi Kliba AG, Kaiseraugst, Switzerland). Five-week-old WT and *Bcmo1* ^-/-^ female mice were fed a defined, pelletized diet containing 1500 IU vitamin A/kg and 10% energy as fat, with (BC diet) or without (control diet) 150 mg BC/kg diet (n = 6 animals per group) for 14 weeks, after which they were euthanized. Detailed composition of these diets is shown in Table 3. A relatively low dose of dietary vitamin A was used to maximize intestinal BC absorption, which can be repressed by preformed vitamin A [48]. The dose used was previously shown to be sufficient to maintain vitamin A homeostasis while allowing tissue BC accumulation both in WT and *Bcmo1* ^-/-^mice [9]. The experimental diets were prepared by Research Diets, Inc (New Brunswick, NJ, USA) by cold extrusion so as to protect BC from heat treatment and incorporating a water-soluble formulation in the form of beadlets containing BC, DL-α-tocopherol, ascorbyl palmitate, corn oil, fish gelatin, sucrose and corn starch. The control diet contained control beadlets devoid of BC, but with all other ingredients. All beadlets were kindly provided by DSM Nutritional Products Ltd (Basel, Switzerland). Mice were maintained under environmentally controlled conditions (24°C, 12 h/12 h light/dark cycle) in groups of 3 animals per cage and with *ad libitum* access to feed and water. Body weight and food intake were determined twice per week (3 and 4 days intervals). Energy intake was estimated on a per-cage basis from the actual amount of food consumed by the animals and its caloric equivalence (16 MJ/kg for both control and BC diet). On the day of the necropsy, the animals were sacrificed according to the animal protocol of the University of Freiburg (Germany). First, animals were subjected to inhalation of isofluran. Then, 100–150 mg/kg KGW Ketamin (Ketamin 10%, Essex) and 5–10 mg/kg KGW Xylazin (Rompun 2 %, Bayer) were injected intraperitoneally. Blood was drawn from the vena cava, and animals were then sacrificed by cervical dislocation. Inguinal (iWAT), gonadal (periovarian) and retroperitoneal white adipose tissue (WAT) depots were excised in their entirety according to Cinti [49], weighed, snap-frozen in liquid nitrogen and stored at –80°C until analysis. The continuous subcutaneous fat depot comprising the dorsolumbar and inguinal areas was taken as iWAT. The combined mass of all WAT pads taken expressed as a percentage of body weight was used as adiposity index. For three animals in each group, one entire iWAT lobule was fixed for histological studies.

**Table 3:** Composition of the control and beta-carotene (BC) diets.

	Control diet	BC diet
Macronutrients		
Protein (g/100 g)	19.2	19.2
Carbohydrate (g/100 g)	67.2	67.2
Fat (g/100 g)	4.3	4.3
Kcal/g (MJ/kg)	3.84 (16)	3.84 (16)
Calories from protein (%)	20	20
Calories from carbohydrate (%)	70	70
Calories from fat (%)	10	10
Ingredients (g/Kg)		
Casein, 30 mesh	189	189
L-Cystine	2.8	2.8
Corn Starch	298	298
Maltodextrin 10	33	33
Sucrose	331	331
Cellulose, BW200	47	47
Soybean Oil	24	24
Lard	19	19
Salt Mix, S10026	9.5	9.5
DiCalcium Phosphate	12	12
Calcium Carbonate	5.2	5.2
Potassium Citrate, 1 H2O	16	16
Vitamin Mix V13001 with no added vitamin A	9.5	9.5
Vitamin A (retinol acetate, 500,000 IU/g)	0.003	0.003
Choline bitartrate	1.9	1.9
BC beadlets with 100 mg BC/g*	0	1.5
Control beadlets without BC	1.5	0
FD&C Yellow Dye #5	0	0.024
FD&C Red Dye #40	0.047	0
FD&C Blue Dye #1	0	0.024

BC beadlets contained BC, DL-α-tocopherol, ascorbyl palmitate, corn oil, fish gelatin, sucrose and corn starch. Control beadlets were devoid of BC, but with all other ingredients. All beadlets were kindly provided by DSM Nutritional Products Ltd (Basel, Switzerland). The experimental diets were prepared by Research Diets, Inc (New Brunswick, NJ, USA) by cold extrusion so as to protect BC from heat treatment.

### Histology and immunohistochemistry

Entire iWAT lobules were fixed by immersion in the perfusion fixative (4% paraformaldehyde in 0.1 M sodium phosphate buffer, pH 7.4) overnight at 4°C, dehydrated, cleared and then paraffin-embedded so that the plane of section corresponded with the one of the wider surface. 3 µm-thick sections at the same level were obtained and stained with hematoxylin/eosin for morphometric analysis, performed by digital acquisition of adipose tissue areas (Digital Still Camera DXM 1200 and NIKON 6000 Eclipse Microscope). Two histological sections were counted per mouse.

### Serum parameters

Commercial enzymatic colorimetric kits were used for the determination of circulating levels of triacylglycerol (Triglyceride (INT) 20, Sigma Diagnostics, St Louis, MO, USA) and glucose (D-Glucose UV-method, Roche Biopharm GmbH, Darmstadt, Germany). Serum levels of leptin and insulin were measured as described before [50] with some minor differences. Briefly, sera were diluted 4x in High Performance ELISA buffer (Sanquin, Amsterdam, The Netherlands) before adipokine analyses using the mouse serum adipokine Lincoplex Kit (Linco Research, Nuclilab, Ede, The Netherlands). The assays were conducted according to the manufacturer's protocol and measured using the Bio-PLex (Bio-Rad, Venendaal, The Netherlands) system with Bio-Plex software. All individual samples were analyzed in duplicate and averaged.

### Analysis of retinoids, apocarotenoids, and carotenoids

Retinoids and carotenoids were extracted from serum under dim red safety light (600 nm) as described previously [7]. Adipose tissue (∼40 mg) was incubated with 100 µL of 12% pyrogallol in ethanol, 200 µL of 30% KOH in water and 1 ml ethanol for 2 h at 37°C. After saponification, 1 ml H_2_O was added. The samples were extracted with 3 ml of ether/hexane (2∶1, stabilized with 1% ethanol) twice, and diluted with 2 ml H_2_O and 2 ml ethanol. After centrifugation for 5 min at 800× *g*, the organic layer was collected. The extract was evaporated in a Speedvac and dissolved in HPLC solvent. HPLC separation of carotenoids and retinoids and quantification of peak integrals was performed as described previously [6]. Solvents for HPLC and extraction were purchased in HPLC grade from Merck (Darmstadt, Germany). β-10′-apocarotenal was a gift of Dr. Hansgeorg Ernst (BASF, Germany). For β-10′-apocarotenol production, the standard was dissolved in 1 ml ethanol and reduced with BH_4_ on ice. After 20 min, reaction products were extracted upon addition of 1 ml H_2_O with 1 ml hexanes. The organic phase was dried with a speedvak and redissolved in hexanes and subjected to HPLC analysis. The identity of β-10′-apocarotenol was further confirmed by LC/MS. The saponified lipophilic extract from iWAT was injected onto a Zorbax Sil column (Agilent Technologies, Santa Clara, CA) equilibrated with 90 % hexane and 10 % acetylacetate (v:v). The eluant was directed into LXQ mass spectrometer through an atmospheric pressure chemical ionization source (Thermo Scientific Waltham, MA) working in a positive mode. β-10′-apocarotenol was identified based on its molecular mass (m/z  = 361.42 [MH]^+^) and a fragmentation pattern of the parent ion identical with that of the β-10′-apocarotenol standard.

### RNA isolation

WAT was homogenized in liquid nitrogen using a liquid nitrogen cooled mortar and pestle. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) followed by purification using RNeasy columns (Qiagen, Venlo, The Netherlands) according to the instructions of the manufacturer. RNA concentration and purity were measured using the Nanodrop spectrophotometer (ND-1000, Isogen Life Science, Maarssen, The Netherlands). Approximately 20 µg of total RNA was isolated from each WAT depot. A260/A280 ratios were above 2 and A260/A230 ratios were above 1.9 for all samples, indicating good RNA purity. RNA degradation was checked using StdSense Chips (Biorad) and no apparent RNA degradation was seen.

### Q-PCR analysis

cDNA was prepared by reverse transcription of 1 µg total RNA using random hexamers as primers with M-MLV reverse transcriptase (Invitrogen). The expression of selected cDNAs was analyzed by real-time quantitative PCR, as reported previously [51]. Reactions were performed in duplicate with a Stratagene MX3005P apparatus (Stratagene, Amsterdam, The Netherlands) using SYBR green kit (Eurogentec, Angers, France), according to the manufacturer instructions. Primers used were as follows: for PPARγ, 5′-CAA GAA TAC CAA AGT GCG ATC AA-3′ and 5′-GAG CTG GGT CTT TTC AGA ATA ATA AG-3′; for RXRα, 5′-GCC ATC TTT GAC AGG GTG CTA-3′ and 5′-CTC CGT CTT GTC CAT CTG CAT-3′; for lipoprotein lipase (LPL), 5′-GGC CAG ATT CAT CAA CTG GAT-3′ and 5′-GCT CCA AGG CTG TAC CCT AAG-3′; for β-carotene 9′, 10′-dioxygenase (Bcdo2), 5′-CCT GGT GAG TAT TCC CTC ACA-3′ and 5′-TCT CAA CTG TTTCTG CGT TTC-3′; and for Bcmo1, 5′-TCT GAG TTC GGA ACC ATG GC-3′ and 5′-GTG TGA GAC AAG TAG GAG AAA GCT-3′. The relative levels of mRNA were calculated using the comparative ΔΔCt method. 18S rRNA (5′- CGC CGC TAG AGG TGA AAT TCT-3′ and 5′- CAT TCT TGG CAA ATG CTT TCG-3′) was used as reference gene. For CYP26a1 mRNA quantification, the TaqMan Gene Expression Assay Mm00514486-s1 was used together with the assay Mm00507222-s1 for 18S rRNA (Applied Biosystems, Courtaboeuf, France).

### Western blot analysis

For PPARγ determination in iWAT, 100 µg of total protein from each animal tissue was fractionated in SDS-polyacrylamide (12% acrylamide) and then electroblotted to a PVDF membrane. Membranes were blocked in fat-free milk (5%) dissolved in Tris buffered saline-Tween, washed and incubated overnight at 4°C with anti-mouse PPARγ (Abcam, Cambridge, MA) diluted 1∶500. As a protein loading control, β-actin (Cell Signalling, Boston, MA) diluted 1∶1000 was used. Secondary antibody (1∶5000) was horseradish peroxidase-conjugated anti-rabbit IgG (Promega, Madison, WI). Immunoblots were developed with the ECL system (Amersham Biosciences) and scanned. Quantification of bands was performed by the ImageJ (Java).

### Microarray hybridization procedure

The 4 x 44 k Agilent whole mouse genome microarrays (G4122F, Agilent Technologies, Inc. Santa Clara, CA, USA) were used and microarray hybridization was performed essentially according to the manufacturer's protocol. In brief, cDNA was synthesized out of 1 µg iWAT RNA using the Agilent Low RNA Input Fluorescent Linear Amplification Kit for each animal without addition of spikes. Thereafter samples were split in 2 equal amounts, to synthesize Cyanine 3-CTP (Cy3) and Cyanine 5-CTP (Cy5) labeled cRNA using half the amounts as indicated by the manufacturer per dye (Agilent Technologies) and as has been assessed previously [50]. Labeled cRNA was purified using RNeasy columns (Qiagen). Yield, A260/A280 ratio and Cy3 or Cy5 activity were examined for every sample on the nanodrop. All samples met the criteria of a cRNA yield higher than 825 ng and a specific activity of at least 8.0 pmol Cy3 or Cy5. 1200 ng of every Cy3 labeled cRNA sample was pooled and used as a common reference pool. Individual 825 ng Cy5-labeled cRNA and 825 ng pooled Cy3-labeled cRNA were fragmented in 1x fragmentation and 1x blocking agent (Agilent Technologies) at 60°C for 30 minutes and thereafter mixed with GEx Hybridization Buffer HI-RPM (Agilent Technologies) and hybridized in a 1∶1 ratio at 65°C for 17 h in an Agilent Microarray hybridization chamber rotating at 4 rpm. After hybridization slides were washed according to the wash protocol with Stabilization and Drying solution (Agilent Technologies). Arrays were scanned at an Agilent scanner with 10% and 100% laser power intensities (Agilent Technologies).

### Data analyses and statistical methods

Signal intensities for each microarray spot were quantified using Feature Extraction 9.1 (Agilent Technologies). Median density values and background values of each spot were extracted for both the experimental samples (Cy5) and the reference samples (Cy3). Quality control was performed visually, by using Quality control graphs from Feature extraction and M-A plots and boxplots were made using limmaGUI in R (Bioconductor) [52] for every microarray. Data were imported into GeneMaths XT (Applied Maths, Sint-Martens-Latem, Belgium). Spots with a Cy5 and Cy3 signal twice above background were selected and log transformed. 31295 spots had at least a 2-fold signal to noise ratio. 

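How the 2-fold rule is applied over the arrays changes the number of spots. On the 24 female arrays, 22283 spots had a mean Cy5 signal and a mean Cy3 signal of at least 2 times the mean background, 19069 met this on every array and 28644 on at least 1 array. On all 47 arrays the numbers were 22183, 18205 and 30641, and on the 23 male arrays 21889, 18882 and 27368. Without a filter on dim probes, 2362 probes in WT females and 165 in Bcmo1-null females passed p under 0.01, and with the rule met on every array 1721 and 71.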

The Cy5 signal was normalized against the Cy3 intensity as described before [53]. P-values for differential expressions were calculated between 2 groups using t-test statistics on log intensity values. Changes were considered statistically different at p<0.05. Vulcano plots were made using Graphpad Prism 5.0.2 (La Jolla, CA) with all spots or a selection of spots. Heatmapping and hierarchical clustering was performed in GeneMathsXT (Applied Maths, St.Martens Lathem, Belgium). Pathway analysis was performed using MetaCore (GeneGo Inc, St. Joseph, MI, USA). Promoter analysis and the literature based network were performed with the Genomatix suite (Genomatix Software GmbH, Germany). Biochemical and biometric parameters in Figures 1, 2, and 4 are presented as means ± SEM. Statistical significance of effects on these parameters was assessed by two-way ANOVA and two-tailed Student's *t* test using SPSS 14.0 for windows (SPSS, Chicago, IL, USA), with threshold of significance set at p<0.05. Microarray data has been submitted in a MIAME compliant form to Gene Expression Omnibus (GEO) data base of the National Center of Biotechnology Information (NCBI),, and is accessible through GEO series accession number GSE27271 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27271).

## Supporting Information

Figure S1 (**A**) *PPARγ* mRNA levels, (**B**) *RXRα* mRNA levels, (**C**) *lipoprotein lipase* (*LPL*) mRNA levels, (**D**) *Bcmo1* mRNA levels and (**E**) *Bcdo2* mRNA levels in gonadal white adipose tissue of wild-type (WT) and *Bcmo1*-null (*Bcmo1* ^-/-^) mice after 14 weeks on a control diet (open bars) or a β-carotene -enriched diet (black bars). Quantitative real-time PCR was used to determine normalized gene expression levels as described in Materials and Methods. Data are the mean ± SEM of 6 animals per group. G, effect of genotype in two-way ANOVA analysis (p<0.05).
(TIF) Click here for additional data file.

Table S1 **Genes differentially regulated (p<0.01) in white adipose tissue of Bcmo1-/- mice after β-carotene supplementation.**
(DOC) Click here for additional data file.

Table S2 **Main pathways affected by dietary β-carotene supplementation in inguinal white adipose tissue of wild-type mice as indicated by Metacore analysis.** Differentially expressed genes at p<0.05 involved in aspects of metabolism as indicated are shown.

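Table S2 holds 177 different genes, of which 176 had a kept probe. In WT mice 169 of these changed in the direction of the table and 163 were lower on the BC diet. Here 84 had p under 0.05, 31 had p under 0.01, 5 passed adjustment over all probes and 25 adjusted over the list alone, which is not independent evidence because the table was chosen on these arrays. The median log2 change was -0.25 in WT and 0.11 in Bcmo1-null mice, and 87 genes had an interaction p under 0.05. That count is raised by the choice of these genes for their change in WT mice. Across the 176 genes, which are not independent replicates, the changes correlated with those of the table with r = 0.884.

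Of the 62 genes under oxidative phosphorylation, 56 changed in the direction of the table and 19 had p under 0.05 (median -0.16). Of the 17 under cholesterol biosynthesis, 17 had the direction of the table and 14 had p under 0.05 (median -0.57). The medians of the other sections were -0.43 for the pentose phosphate pathway, -0.40 for the glycogen pathway, -0.39 for regulation of lipid metabolism, -0.35 for pyruvate metabolism, -0.29 for glycolysis and gluconeogenesis, -0.25 for glycerophospholipid metabolism and -0.19 for fatty acid metabolism.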

(DOC) Click here for additional data file.

Table S3 **Changes (p<0.05) in the expression of angiogenesis-related genes in inguinal white adipose tissue of wild-type and** ***Bcmo1*** **-null mice after 14 weeks of dietary β-carotene supplementation.**
(DOC) Click here for additional data file.

Table S4 **Beta-carotene Reduces Body Adiposity of Mice via BCMO1.**
(DOC) Click here for additional data file.

# Supplementary material for: Beta-Carotene Reduces Body Adiposity of Mice via BCMO1
**Source:** PLoS One. 2011 Jun 1;6(6):e20644. doi: 10.1371/journal.pone.0020644
**Supplement:** Table S1 — Genes differentially regulated (p<0.01) in white adipose tissue of Bcmo1-/- mice after β-carotene supplementation.

**Supplementary Information**

**Beta-carotene Reduces Body Adiposity of Mice via BCMO1**

Jaume Amengual, Erwan Gouranton, Yvonne G. J. van Helden, Susanne Hessel, Joan Ribot, Evelien Kramer, Beata Kiec-Wilk, Ursula Razny, Georg Lietz, Adrian Wyss, Aldona Dembinska-Kiec, Andreu Palou, Jaap Keijer, Jean François Landrier, M. Luisa Bonet# and Johannes von Lintig#

**Supplementary table 1. Genes differentially regulated (p<0.01) in white adipose tissue of *Bcmo1*-/- mice after β-carotene supplementation**

# Supplementary material for: Beta-Carotene Reduces Body Adiposity of Mice via BCMO1
**Source:** PLoS One. 2011 Jun 1;6(6):e20644. doi: 10.1371/journal.pone.0020644
**Supplement:** Table S2 — Main pathways affected by dietary β-carotene supplementation in inguinal white adipose tissue of wild-type mice as indicated by Metacore analysis. Differentially expressed genes at p<0.05 involved in aspects of metabolism as indicated are shown.

**Supplementary Information**

**Beta-carotene Reduces Body Adiposity of Mice via BCMO1**

Jaume Amengual, Erwan Gouranton, Yvonne G. J. van Helden, Susanne Hessel, Joan Ribot, Evelien Kramer, Beata Kiec-Wilk, Ursula Razny, Georg Lietz, Adrian Wyss, Aldona Dembinska-Kiec, Andreu Palou, Jaap Keijer, Jean François Landrier, M. Luisa Bonet# and Johannes von Lintig#

**Supplementary Table 2. Main pathways affected by dietary β-carotene supplementation in inguinal white adipose tissue of wild-type mice as indicated by Metacore analysis.** Differentially expressed genes at p<0.05 involved in aspects of metabolism as indicated are shown.

# Supplementary material for: Beta-Carotene Reduces Body Adiposity of Mice via BCMO1
**Source:** PLoS One. 2011 Jun 1;6(6):e20644. doi: 10.1371/journal.pone.0020644
**Supplement:** Table S3 — Changes (p<0.05) in the expression of angiogenesis-related genes in inguinal white adipose tissue of wild-type and Bcmo1 -null mice after 14 weeks of dietary β-carotene supplementation.

**Supplementary Information**

**Beta-carotene Reduces Body Adiposity of Mice via BCMO1**

Jaume Amengual, Erwan Gouranton, Yvonne G. J. van Helden, Susanne Hessel, Joan Ribot, Evelien Kramer, Beata Kiec-Wilk, Ursula Razny, Georg Lietz, Adrian Wyss, Aldona Dembinska-Kiec, Andreu Palou, Jaap Keijer, Jean François Landrier, M. Luisa Bonet# and Johannes von Lintig#

**Supplementary Table 3. Changes (p<0.05) in the expression of angiogenesis-related genes in inguinal white adipose tissue of wild-type and *Bcmo1*-null mice after 14 weeks of dietary β-carotene supplementation**

| **Gene** | **Gene name** | **BC diet vs control diet, wild-type mice** | **BC diet vs control diet, *Bcmo1*-null mice** |
| --- | --- | --- | --- |
|
| **Adhesion** |  |  |  |
| Ceacam1 | CEA-related cell adhesion molecule 1 | 1.60 | NC |
| Icam1 | intercellular adhesion molecule | 1.48 | NC |
| Mcam | melanoma cell adhesion molecule | -1.60 | -1.51 |
| Ncam1 | neural cell adhesion molecule 1 | 1.40 | NC |
| Jam2 | junction adhesion molecule 2 | -1.40 | NC |
| Gja5 | gap junction membrane channel protein alpha 5 | -1.18 | NC |
| Sparc | secreted acidic cysteine rich glycoprotein | -1.47 | NC |
| Cxcr4 | chemokine (C-X-C motif) receptor 4 | 1.68 | NC |
| Cx3cr1 | chemokine (C-X3-C) receptor 1 | 1.51 | NC |
| Adamts1 | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 1 | -1.44 | NC |
| Adamts2 | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2 | -1.49 | NC |
| Adamts5 | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 5 (aggrecanase-2) | -2.08 | NC |
| Adam17 | a disintegrin and metallopeptidase domain 17 | 1.48 | NC |
| Timp3 | tissue inhibitor of metalloproteinase 3 | -1.45 | NC |
| Timp4 | tissue inhibitor of metalloproteinase 4 | -2.09 | NC |
| **Growth factors** |  |  |  |
| Fgf11 | fibroblast growth factor 11 | -1.41 | NC |
| Fgf13 | fibroblast growth factor 13 | -1.95 | NC |
| Fgf21 | fibroblast growth factor 21 | -1.56 | NC |
| Fgfrl1 | fibroblast growth factor receptor-like 1 | -1.47 | NC |
| Igf1 | insulin-like growth factor 1 | NC | -1.31 |
| Hif1a | hypoxia inducible factor 1, alpha subunit | -1.40 | NC |
| Nos3 | nitric oxide synthase 3, endothelial cell | -1.50 | NC |
| Nrp1 | neuropilin 1 | NC | -1.32 |
| Vegfb | vascular endothelial growth factor B | -1.76 | NC |
| **Transcription factors** | |  |  |
| Hoxa10 | homeo box A10 | -1.46 | NC |
| Hoxa7 | homeo box A7 | -1.48 | NC |
| Hoxc6 | homeo box C6 | -1.47 | NC |
| Hoxc8 | homeo box C8 | -1.36 | NC |
| Hoxc9 | homeo box C9 | -1.56 | NC |
| **Expressed in differentiated endothelium** | |  |  |
| Ahnak | AHNAK nucleoprotein (desmoyokin) | -1.58 | NC |
| Amotl2 | angiomotin like 2 | -1.51 | NC |
| Baiap2 | brain-specific angiogenesis inhibitor 1-associated protein | -1.44 | NC |

BC, β-carotene; NC, not changed.

# Supplementary material for: Beta-Carotene Reduces Body Adiposity of Mice via BCMO1
**Source:** PLoS One. 2011 Jun 1;6(6):e20644. doi: 10.1371/journal.pone.0020644
**Supplement:** Table S4 — Beta-carotene Reduces Body Adiposity of Mice via BCMO1.

**Supplementary Information**

**Beta-carotene Reduces Body Adiposity of Mice via BCMO1**

Jaume Amengual, Erwan Gouranton, Yvonne G. J. van Helden, Susanne Hessel, Joan Ribot, Evelien Kramer, Beata Kiec-Wilk, Ursula Razny, Georg Lietz, Adrian Wyss, Aldona Dembinska-Kiec, Andreu Palou, Jaap Keijer, Jean François Landrier, M. Luisa Bonet# and Johannes von Lintig#

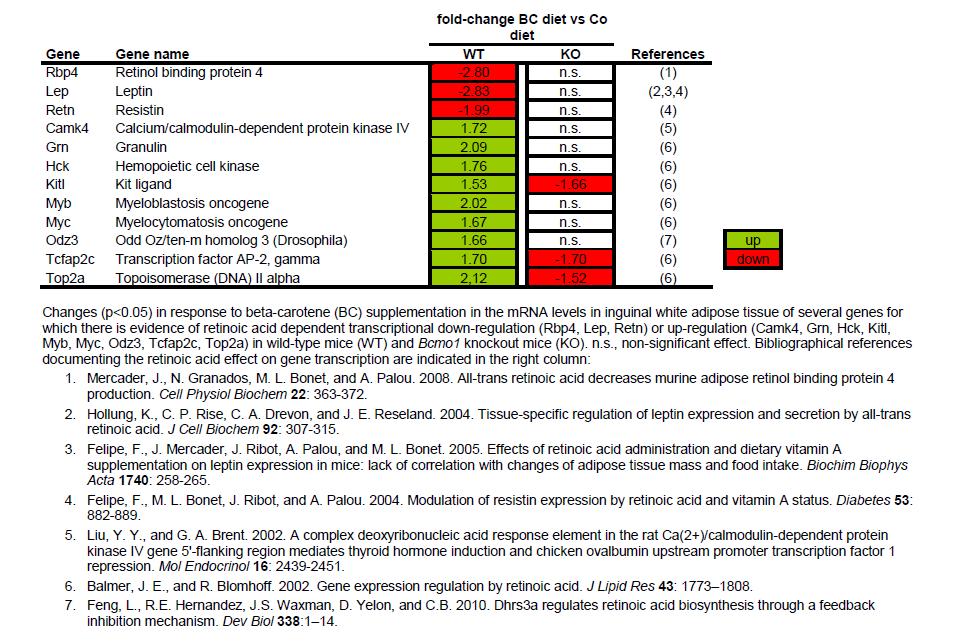
**Supplementary table 4.**

How the deposited data were processed for this re-analysis (not part of the article)

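Expression was measured in the iWAT of 24 female and 23 male mice, one array per mouse, in 8 groups given by sex, genotype (WT or Bcmo1-null) and diet (control or 150 mg BC/kg for 14 weeks). Each group held 6 mice except the WT males on the BC diet with 5. The paper reports on the females, and the diet and genotype comparisons of males appear only in the closing section.

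The authors hybridized Cy5-labeled RNA of 1 mouse and a Cy3-labeled pool of all samples to each array, without dye swaps, scanned the arrays and quantified the spots with Feature Extraction (9.5.3.1 in the file headers). For each spot the authors deposited median signals and backgrounds as intensity, processed signals as intensity after Agilent's background subtraction and dye normalization, and the log10 ratio of processed Cy5 to Cy3. The deposited table of the series holds that same log10 ratio, whose median was 0 on each array, and no normalized values from GeneMaths XT. No counts are involved, so that precision is limited by the number of arrays and by the signal over background, given per group with the description of the arrays.

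Values were computed with R 4.3.3, limma 3.58.1 and data.table 1.17.8. The median signals of both channels were corrected with normexp (offset 50) using the local median backgrounds, normalized with loess within each array and expressed as log2 ratio of Cy5 to Cy3, without scaling between arrays. Over all arrays, 10902 spots marked as faulty by the scanner software were set aside, and the spots of a probe were averaged. A probe was kept if its mean Cy5 and mean Cy3 signals over the arrays of a fit were each at least 2 times the mean local background, which left 20811 probes in females, 20437 in males and 20718 over all 47 arrays. Of the 41174 probes, 34870 carry a gene symbol and 24375 matched the RefSeq table by accession. A gene with several kept probes is represented by the brightest one, and probes of that gene with the opposite sign are reported.

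Group means were fitted with limma (lmFit, eBayes) over the 24 female arrays, over the 23 male arrays, and over all 47 arrays for the comparison of the sexes. The contrasts were the diet effect in each genotype, the genotype difference on each diet, the interaction of genotype and diet, and the interaction of sex and diet in WT mice. Counts use the paper's unadjusted threshold of 0.01, next to the Benjamini-Hochberg adjusted threshold of 0.05. Single values and set scores were compared by two-sided exact permutation tests over all splits of 6 against 6 mice. Sets of genes were tested with limma's camera with a preset correlation and with an estimated one. Data were simulated with the design of the diet comparison in each sex and genotype, and with the spread pooled over all groups of that sex. There, 93 to 98 of 100 probes changed by 1 log2 unit and 65 to 82 of 100 changed by 0.5 passed the unadjusted threshold.

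The gene lists were written from general knowledge, after the paper's tables had been read, with which several lists share genes (the interferon response with Table S1): oxidative phosphorylation, cholesterol biosynthesis, glycolysis, pentose phosphate pathway, citrate cycle, fatty acid and triacylglycerol synthesis, PPARG targets, retinoic acid targets, interferon response, and markers of endothelium, macrophages, lymph node lymphocytes, mammary epithelium, skeletal muscle, brown and beige adipocytes, skin epidermis and blood. Genes were named in the text by a rule with 3 parts: genes that the paper's text, the first 10 lines of Table 2 and Table S4 name for these arrays, with Bcmo1, Bcdo2, Lpl and Cyp26a1; for the diet contrasts of each sex and genotype and the genotype contrast of control females, the 5 largest rises and 5 largest falls past the adjusted threshold, filled up at the unadjusted threshold; and 4 sex-linked genes. The paper's tables were read before the rule was written, so their values had been seen. The design, the lists, the naming rule and the alternatives were set before the data were examined, apart from 1 alternative that was added afterwards, the lymphocyte and skeletal muscle scores as covariates. Fits with other marker scores as covariates, further tests of explanations, and the relations within slides were also chosen after a first look at the data.

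The alternatives were no background correction, Agilent's processed signals, the deposited log10 ratio of the series, median centring, no normalization within arrays, the Cy5 channel alone after Aquantile normalization, no filter on dim probes, 2 times the background on every array, the scanner's flags for signals well above background, the methods' t-test, slide as a block, the replicate number as a block, only the 2 groups compared or all 47 arrays in the fit, probes of a gene averaged, linear values for the principal components, an estimated correlation for camera, and leaving out each array in turn. Their effects are given in the closing section. The cage of a mouse is not in the labels and could not be used. The promoter and network analyses were not repeated, because promoter sequences and the software's databases are not among the files, and the Q-PCR, protein and serum measurements have no files.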

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

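Of the tests in this part, the position of genes on chromosome 8 and the comparison of a second probe per gene were chosen after their results had been seen, and the fits with marker scores as covariates and the slope on the lymphocyte score were chosen after the counts and the scores per mouse had been seen, but before they were run.

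Pparg, Rxra, Lep and the scores of 5 gene sets in the 4 female groups, and the lymphocyte and muscle scores in all 8 groups, were searched with Dixon's ratio for a mouse far from the others of its group, and 4 of 48 searches found one, where 2.4 are expected by chance. The lymph node lymphocyte score, the median log2 ratio of 22 genes, was -1.75 in replicate 5 of the WT females on the BC diet, where the other mice had 0.778 to 1.32. It was 2.14 in replicate 3 of the Bcmo1-null males on the control diet (others 1.09 to 1.44) and -1.45 in replicate 1 of the Bcmo1-null males on the BC diet (others 1.08 to 1.58). The skeletal muscle score, the median of 24 genes, was 3.03 in replicate 1 of the Bcmo1-null females on the control diet (others -1.51 to -0.407). The brightest lymphocyte genes were Ltb, Cd8b1 and Cd79b with mean log2 intensities of 13.7, 12.8 and 12.5, and the brightest muscle genes Myh4, Tnnc2 and Tnni2 with 15.9, 15.7 and 15.6. No lymphocyte gene is on another list, and 1 muscle gene is also on the glycolysis list. Some of these genes may be expressed at a low level in fat itself. Different amounts of lymph node or muscle in the piece of tissue that was taken are a candidate explanation for these mice. They do not account for the diet effect in WT females, where 1871 probes differed with the lymphocyte score as a covariate (50 at the adjusted threshold) and 2322 with the muscle score (858 adjusted), against 1869 (232) without. Without replicate 5 of the WT females on the BC diet the count was 1687, and without replicate 1 of the Bcmo1-null females on the control diet the count in Bcmo1-null females rose from 76 to 168. Without replicate 3 of the Bcmo1-null males on the control diet or replicate 1 on the BC diet, the count in Bcmo1-null males was 77 and 73 instead of 100. A wrong label is not excluded for a single mouse, but the sex-linked genes fit the labels of all 4. No biological explanation was tested.

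The diet effect in WT mice differed between the sexes. For the interaction of sex and diet, 1916 of 20718 probes passed p under 0.01 (703 higher and 1213 lower in females than in males), and 235 passed the adjusted threshold in limma. Chance in the assignment of single mice is unlikely, since 1 of 100 splits gave as many, the real one, and the highest of the others gave 1601. The splits do not test a difference between cages. In WT males the diet effect alone gave 24 probes of 20437 (15 higher, 9 lower; 204.4 by chance; 401 at p under 0.05 and none adjusted), and 90 of 100 splits gave as many, so chance cannot be excluded there. The highest of those splits gave 985 probes, many times the real count, which points to a structure of the samples other than the diet. Different amounts of lymph node and muscle were tested as the cause. With both scores as covariates, 1423 probes passed for the interaction, so that these tissues do not account for most of it, although only 4 passed the adjusted threshold. Across probes, the diet effects of WT females and WT males correlated with r = -0.476, and in WT males they correlated with -0.553 with the slope on the lymphocyte score, so the male diet comparison carries a difference in lymphocyte signal. Without replicate 6 of the WT males on the control diet, the count for the interaction of sex and diet was 1216. A difference between the sexes in the response to BC stays open as a hypothesis, as does a technical difference between the arrays of the sexes other than the tissues tested.

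In males on the control diet, on which the paper does not report, 5602 of 20437 probes differed between Bcmo1-null and WT mice (3305 higher, 2297 lower, 6159 at the adjusted threshold), against 918 of 20811 in females. Chance in the assignment of single mice is unlikely, since 1 of 100 splits gave as many, the real one, and the highest of the others gave 3293. A difference between cages is not tested by the splits. In control females 4 of 100 splits gave as many as the real 918, with 1489 as the highest of the others, which is more than the real split and points to a structure of the samples other than genotype. At the adjusted threshold the real split gave 380 probes, and the other splits gave at most 21. The mean lymphocyte score was -0.896 ± 1.41 in WT males on the control diet and 1.41 ± 0.384 in Bcmo1-null males (SD, n = 6 each), so that genotype and lymphocyte signal run together in males. Different amounts of lymph node are a candidate explanation that the values favor: across 20295 probes, the male genotype difference correlated with r = 0.705 with the slope on the lymphocyte score estimated within the groups of females, and 4522 of 5586 male probes (81%) had the sign that this slope gives. In males on the BC diet r was 0.721. With the lymphocyte and muscle scores as covariates the counts were 1297 in males and 1137 in females, a ratio of 1.14. As the lymphocyte scores of the genotypes did not overlap in males on the control diet (-2.28 to 0.852 in WT and 1.09 to 2.14 in Bcmo1-null mice), this correction can also remove genotype effects that follow that score, so a larger effect of genotype on immune cells in males stays open.

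In both sexes and on both diets, 85 probes differed between Bcmo1-null and WT mice in the same direction with p under 1e-04 in each of the 4 comparisons, 61 of them lower in Bcmo1-null mice. Hal changed by -4.03 in control females and -4.55 in control males, Gchfr by -3.83 and -3.40, and Rab6b by 2.39 and 3.09. The probes lie on 18 chromosomes. Genes linked to the Bcmo1 locus do not account for them, as 4 of the 85 (4.71%) lie on chromosome 8, which holds 5.09% of the probes tested. Sequence differences between the strains under the probes are a candidate explanation for part of them: of 33 such genes with a second kept probe, the difference of the second probe was less than 0.333 of the first in size in 21, and in 2 more (Arsk and Hcfc2) it had the opposite sign and more than that size. The median ratio with its sign was 0.0528. Htatip2 is an exception, with -3.26 and -3.04 for its 2 probes in control females. The WT mice were of a mixed F1 background and the Bcmo1-null mice carried the deletion on a mixed background, so a difference in strain composition, with real differences in expression, stays open and was not tested, as does an effect of the missing enzyme.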

How the results depend on the processing

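The lymphocyte and skeletal muscle scores as covariates were chosen after the data were seen, unlike the other alternatives. Of the results that answer a comparison, 203 values under the alternatives kept their side of the threshold or stayed within 1.5 times the count, 46 moved further, 7 gained and 6 lost their threshold, and none reversed. Of the values of 67 named genes and comparisons, 582 kept their side of the threshold, 8 gained and 13 lost it, and none reversed. A change of sign counted as reversed only if p was under 0.05 in the main setting or the alternative, and otherwise as kept. Where a result changed, the cause was not tested, except as stated.

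With median centring in place of loess, the share of lower probes in WT females was 92.42%, the overlap of the genotypes 23 probes, the count in WT males 5 and in Bcmo1-null males 24, and the interaction of genotype and diet 1150 (151 adjusted). The interaction of Pparg was then -0.76 and that of Rxra -0.61, both past the unadjusted threshold of 0.05, and the median of glycolysis -0.32 (adjusted p = 0.0037). Without normalization within arrays, 600 probes changed in WT females and 46 in Bcmo1-null females, the share of lower probes was 90.83%, the overlap 2 and the interaction 238. The interaction of Pparg was -0.65, past the same threshold, and the distance of the diets in WT females was 43.22 (exact p = 0.167). Both alternatives leave a trend with intensity in the ratios: across probes, Spearman's rho between mean intensity and the WT diet difference was -0.37 with median centring and -0.0402 with loess, so an intensity-dependent difference between the arrays of the diets, which loess removes, may explain why the share of lower probes is larger without loess. Whether that trend is technical or a lower expression of abundant transcripts cannot be read from it.

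Without background correction, the share of lower probes was 69.93%. Agilent's processed signals and the deposited log10 ratios each gave 40 probes in WT males. The Cy5 channel alone gave 142 probes in Bcmo1-null females. Without a filter on dim probes, more probes were tested, and the counts were 165 in Bcmo1-null females, 124 in WT males and 190 in Bcmo1-null males, with a share of lower probes of 69.98% in WT females. Dim probes limit what can be seen, as Bcmo1, Bcdo2 and Cyp26a1 did not pass the filter on mean signals.

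With the methods' t-test, 46 probes changed in Bcmo1-null females, the share of lower probes in WT females was 76.71%, the overlap 1, and Pparg and Rxra (-0.45 each) lost the unadjusted threshold of 0.05. In WT females the count at the adjusted threshold, 232, fell to 0 with slide as a block, without background correction, with Agilent's processed signals, with the deposited log10 ratios, without normalization, with only the 2 groups compared and with the methods' t-test. It was 1 with the Cy5 channel alone, 36 without the filter, 122 with the probes of a gene averaged, 177 with the replicate number as a block, 216 with the scanner's flags, 279 with 2 times the background on every array, 342 with the lymphocyte and skeletal muscle scores as covariates, 1333 with median centring and 1599 with all 47 arrays. With slide as a block, the count in Bcmo1-null females was 140, the overlap 18, the count in WT males 69 and the interaction of Pparg -0.43, past the unadjusted threshold of 0.05. The replicate numbers were not taken as pairs, because no label says what they mark and only 17 of 29 same-numbered pairs correlated above 0.1 (-0.527 to 0.611), which does not exclude a pairing. Same-numbered females of the 2 diets shared a slide in 5 of 6 pairs in each genotype, so this block partly follows the slide, and Pparg was lower on BC in 6 of 6 WT and 1 of 6 Bcmo1-null pairs. With the replicate number as a block, the count in Bcmo1-null females was 186, the overlap 22 and the interaction of Pparg -0.46, past it as well. With all 47 arrays in the fit, the count was 2644 in WT females, 152 in Bcmo1-null females (1 past the adjusted threshold) and 813 for the interaction (2 past it). On linear values the distance of the genotypes was 30.64 (exact p = 0.039). With the correlation estimated, oxidative phosphorylation (-0.11, adjusted p = 0.758), cholesterol biosynthesis (-0.55, 0.496), the PPARG targets (-0.25, 0.496), fatty acid and triacylglycerol synthesis (0.496), the pentose phosphate pathway (0.496) and the interferon response (0.604) lost the threshold, so that no set kept it. With the lymphocyte and skeletal muscle scores as covariates, the counts were 2119 in WT females, 101 in Bcmo1-null females, 25 in WT males and 75 in Bcmo1-null males, and the interaction of genotype and diet 658. A block for the scan date was not run, because all arrays were scanned on 1 day.

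When each array was left out in turn, the count in WT females was 1196 to 2732, with 0 to 1641 at the adjusted threshold. It was 1196 without replicate 1 of the control mice, 1232 without replicate 2 of the control mice, and 1232 without replicate 1 of the mice on the BC diet. In Bcmo1-null females the count was 30 to 261: 261 without replicate 2, 48 without replicate 3 and 47 without replicate 5 of the BC diet, and 168, 30, 126 and 47 without replicates 1, 2, 4 and 6 of the control diet. In WT males it was 12 to 109: 38, 109 and 94 without replicates 1, 2 and 5 of the BC diet and 12 without replicate 6 of the control diet. In Bcmo1-null males it was 59 to 275: 275 and 59 without replicates 2 and 6 of the BC diet, and 63 and 228 without replicates 4 and 6 of the control diet. The interaction of sex and diet was 1216 to 2687, the lowest without replicate 6 of the WT males on the control diet.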

Differences from the paper's values

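The paper states that 0 genes changed in both genotypes, and 6 probes did so here. The number was above 0 under every alternative that gives it, from 1 with the methods' t-test and 2 without normalization to 22 with the replicate number as a block and 23 with median centring. The number of changed probes is near the paper's: the paper's 1597 in WT females and 84 in Bcmo1-null females stand beside 1869 and 76, and Agilent's processed signals gave 1597 and 85. These are unlike counts, as the paper counted spots by t-test, and here averaged probes were counted with limma under another filter. Equal numbers therefore do not show the same probes. With the processed signals 73.26% of the changed probes in WT females were lower, a smaller share than the paper's.

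For Retn in WT females, the fold change here was -1.62, and the paper's is -2.19 in Table 2 and about -2 in Table S4, read by eye. The second probe of Retn changed by -0.83 on the log2 scale, against -0.69. Table 2 was taken for the comparison after both values had been compared with the data, and the difference from it is the larger one. Against Table 2, the value here came within the spread between mice with median centring (-2.01) and without normalization (-1.91). It did not without background correction (-1.62), with Agilent's processed signals or the deposited log10 ratios (-1.66 each), with slide as a block (-1.64), without the filter, with the methods' t-test or with the replicate number as a block (-1.61 each).

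For Bcmo1-null females, Table S4 shows a fold change of about -1.7 for Kitl, about -1.7 for Tcfap2c and about -1.5 for Top2a, read by eye and the paper's values. Here BC minus control gave 1.05, 1.18 and 1.13, and none of the alternatives that were run for these genes gave a negative value. In females on the BC diet, Bcmo1-null minus WT gave -1.19, -1.74 and -1.49.

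The paper's share of lower probes is 87%, and 74.05% were lower here. The alternatives nearest to it were no normalization (90.83%), median centring (92.42%) and the methods' t-test (76.71%). The paper's fold decrease of Pparg, 1.75, stands beside 1.37 here and 1.64 with median centring, and the paper's fold change of Rxra, -1.57, beside -1.36 here and -1.59 with median centring. The 81 genes of the paper in Bcmo1-null mice stand beside 64 here, and 81 without background correction. The paper's 25139 spots lie between the 22283 and 28644 spots counted here on the female arrays by their mean and by at least 1 array, and its 31295 spots are nearest to the 30641 spots that passed on at least 1 of all 47 arrays.

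The paper gives Kitl and Tcfap2c in Table S4 as significantly changed in WT mice, and here Kitl (limma adjusted p = 0.243) and Tcfap2c (limma adjusted p = 0.264) did not pass 0.05 before adjustment, while Rbp4, Lep, Retn, Camk4, Grn, Myb, Myc, Odz3 and Top2a did. Tcfap2c passed 0.05 with the methods' t-test, and Kitl under none of the alternatives that were run for single genes. Of the genes of Table S2, which the paper selected at the threshold of 0.05, 84 of 176 had p under 0.05 here, while 169 had the direction of the table. Slc2a5 in Table 2 (limma adjusted p = 0.266 here) did not pass 0.05, and passed it with median centring, without normalization, with the methods' t-test, with slide as a block and with the replicate number as a block. The paper states that the angiogenesis genes fell in WT but not in Bcmo1-null mice. Their median was lower in both (-0.46 and -0.19 for the 24 genes given as lower), and 1 of these 24 had an interaction p under 0.05.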

Other observations

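Of the tests in this part, those on chromosomes were chosen after their results had been seen (first run on probes and then on 1 probe per gene, which gave the values below), and the fits with marker scores as covariates were chosen after the scores per mouse and the interferon difference had been seen, but before they were run.

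For the diet effect in WT females, 1 of 100 splits of the arrays gave as many as 1869 probes, the real one. The highest of the others gave 1459, so chance in the assignment of single mice is unlikely. The mice were housed in groups and their cages are not in the labels. The splits treat each mouse as independent, so a difference between cages is not excluded here or in the other comparisons. For the diet effect in Bcmo1-null females, 61 of 100 splits gave as many as 76 probes, so chance cannot be excluded, and the highest of the others gave 956. For the interaction of genotype and diet, 9 of 100 splits gave as many as 520, with 1440 as the highest, and chance cannot be excluded either. Splits with several times the real count point to a structure of the samples other than diet and genotype. The splits were drawn without regard to slide or replicate number. Same-numbered females of the 2 diets shared a slide in 5 of 6 pairs in each genotype. The splits therefore do not test the counts with slide or replicate number as a block, which were higher in Bcmo1-null females. The genotype difference on the control diet and the diet effect in WT mice share the WT control mice. Their r across probes was 0.296, against 0.495 in simulations without effects, and had a median of 0.0563 (-0.231 to 0.252) when the control mice were split between the 2 contrasts in 20 ways.

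Other tissue in the samples was tested as the cause of the diet effect in WT females. With the mammary epithelium score as a covariate 1369 probes passed (58 adjusted), of which 1345 had passed without it, and with the skin epidermis score 1964 (206 adjusted). Neither tissue accounts for the effect as a whole. Mammary epithelium could still contribute to a part of it, as the second principal component follows that score. The brightest genes were Mfge8, Krt18 and Krt8 for mammary epithelium (mean log2 intensities of 16.7, 14.6 and 13) and Sbsn, Krt10 and Lor for skin (11.5, 11 and 8.66), and none of these lists shares a gene with another.

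The scores per mouse changed with BC in WT females by 0.615 for lymph node lymphocytes (exact p = 0.32), 0.614 for skeletal muscle (exact p = 0.229), 0.335 for mammary epithelium (exact p = 0.19), -0.489 for skin epidermis (exact p = 0.455), 0.292 for macrophages (exact p = 0.439), -0.186 for endothelium (exact p = 0.203), 0.26 for brown and beige adipocytes (exact p = 0.262), -0.236 for blood (exact p = 0.558), -0.153 for glycolysis (exact p = 0.368) and -0.104 for the citrate cycle (exact p = 0.253). None of these passed adjustment over 21 items. In Bcmo1-null females, the brown and beige adipocyte score rose by 0.654 (exact p = 0.0368, adjusted 0.558, in 6 of 6 mice). On the control diet the difference between Bcmo1-null and WT females was -1.3 (exact p = 0.00216, adjusted 0.0227, in 6 of 6 mice). In males the direction was opposite, with a median difference over the list of 0.657 on the control and 0.441 on the BC diet, against -1.47 and -1.11 in females.

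The 29 genes of the interferon response were higher in Bcmo1-null than in WT females on the control diet, by a median of 0.692 on the log2 scale, with 29 of 29 genes higher and 24 at p under 0.05. The score per mouse differed by 0.734 (exact p = 0.00216, adjusted 0.0227, in 6 of 6 mice). In control males the median difference was 0.656. More immune cells in the fat of Bcmo1-null mice were tested as the cause, and with the lymphocyte and macrophage scores as covariates the median was 0.614, which argues against them as the whole cause. A difference between the strain backgrounds stays open and was not tested, and the pattern is a hypothesis only. With BC the set had a median change of 0.174 in WT females (camera adjusted p = 0.00353 with the preset and 0.604 with the estimated correlation; exact p of the score 0.227) and of -0.281 in Bcmo1-null females.

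Among the genes that changed in Bcmo1-null females at p under 0.01, 12 of 58 lie on chromosome 7 against 4.33 expected (adjusted p = 0.0202), among them Trim12, Ucp3, Coq7 and Gdpd3. In Bcmo1-null males 10 of 67 lie on chromosome 14 against 2.33 expected (adjusted p = 0.00198) and 7 on chromosome 18 against 1.66 (adjusted p = 0.0132). In WT females the lowest adjusted p was 0.305, and in WT males 0.51. A chromosome segment that differs between Bcmo1-null mice of the mixed background, and that fell unequally on the diets, is a candidate explanation for these genes, which may then not respond to BC. Trim12, on chromosome 7, rose by 2.63 in Bcmo1-null females and changed by -2.06 in Bcmo1-null males. The genotypes of single mice along the chromosomes are not in the files.

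In WT males, the largest rises at p under 0.01 were those of 3010033K07Rik (0.54), Trib1 (0.47), Arhgap24 (0.41), Casz1 (0.37) and Chac2 (0.30), and the falls those of Spt2 (-0.72), Krt18 (-0.29) and Rnf122 (-0.27), all with an adjusted p of 0.988 in limma. In Bcmo1-null males 100 probes changed (38 higher, 62 lower; 717 at p under 0.05; none adjusted), and 54 of 100 splits gave as many, so chance cannot be excluded, with 744 as the highest of the others, which again points to a structure of the samples. The largest rises there were those of 5430405N12Rik (1.72), D14Ertd449e (0.92), Plac9 (0.80), Pttg1 (0.77) and Rpp14 (0.58), and the largest falls those of Trim12, H28 (-2.03), LOC675467 (-0.84), Ifi44 (-0.77) and Fzd6 (-0.74, adjusted p = 0.123).

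The array probes of Bcmo1, Bcdo2 and Cyp26a1 did not pass the filter. Without it, Bcmo1 changed by -0.19 with BC in WT females (limma adjusted p = 0.321), Cyp26a1 by -0.13 (adjusted p = 0.297) and Bcdo2 by 0.01 (adjusted p = 0.966). Bcdo2 was 0.19 higher in Bcmo1-null than in WT females on the control diet (limma adjusted p = 0.313). Lpl was 0.893 higher in Bcmo1-null than in WT females on the control diet (exact p = 0.00433, adjusted 0.0303, in 6 of 6 mice).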
